# Himalayan *Saccharomyces eubayanus* Genome Sequences Reveal Genetic Markers Explaining Heterotic Maltotriose Consumption by Saccharomyces pastorianus Hybrids

**DOI:** 10.1128/AEM.01516-19

**Published:** 2019-10-30

**Authors:** Nick Brouwers, Anja Brickwedde, Arthur R. Gorter de Vries, Marcel van den Broek, Susan M. Weening, Lieke van den Eijnden, Jasper A. Diderich, Feng-Yan Bai, Jack T. Pronk, Jean-Marc G. Daran

**Keywords:** *Saccharomyces eubayanus*, α-oligoglucoside metabolism, heterosis, domestication, experimental evolution sequencing, brewing, hybridization

## Abstract

Saccharomyces pastorianus strains are hybrids of Saccharomyces cerevisiae and Saccharomyces eubayanus that have been domesticated for centuries in lager beer brewing environments. As sequences and structures of S. pastorianus genomes are being resolved, molecular mechanisms and evolutionary origins of several industrially relevant phenotypes remain unknown. This study investigates how maltotriose metabolism, a key feature in brewing, may have arisen in early S. eubayanus × S. cerevisiae hybrids. To address this question, we generated a nearly complete genome assembly of Himalayan S. eubayanus strains of the Holarctic subclade. This group of strains has been proposed to be the S. eubayanus subgenome origin of current S. pastorianus strains. The Himalayan S. eubayanus genomes harbored several copies of an S. eubayanus *AGT1* (*SeAGT1*) α-oligoglucoside transporter gene with high sequence identity to genes encountered in S. pastorianus. Although Himalayan S. eubayanus strains cannot grow on maltose and maltotriose, their maltose-hydrolase and *SeMALT1* and *SeAGT1* maltose transporter genes complemented the corresponding null mutants of S. cerevisiae. Expression, in Himalayan S. eubayanus of a functional S. cerevisiae maltose metabolism regulator gene (*MALx3*) enabled growth on oligoglucosides. The hypothesis that the maltotriose-positive phenotype in S. pastorianus is a result of heterosis was experimentally tested by constructing an S. cerevisiae × S. eubayanus laboratory hybrid with a complement of maltose metabolism genes that resembles that of current S. pastorianus strains. The ability of this hybrid to consume maltotriose in brewer’s wort demonstrated regulatory cross talk between subgenomes and thereby validated this hypothesis. These results support experimentally the new postulated hypothesis on the evolutionary origin of an essential phenotype of lager brewing strains and valuable knowledge for industrial exploitation of laboratory-made S. pastorianus-like hybrids.

**IMPORTANCE** S. pastorianus, an S. cerevisiae × S. eubayanus hybrid, is used for production of lager beer, the most produced alcoholic beverage worldwide. It emerged by spontaneous hybridization and colonized early lager brewing processes. Despite accumulation and analysis of genome sequencing data of S. pastorianus parental genomes, the genetic blueprint of industrially relevant phenotypes remains unresolved. Assimilation of maltotriose, an abundant sugar in wort, has been postulated to be inherited from the S. cerevisiae parent. Here, we demonstrate that although Asian S. eubayanus isolates harbor a functional maltotriose transporter *SeAGT1* gene, they are unable to grow on α-oligoglucosides, but expression of S. cerevisiae regulator *MAL13* (*ScMAL13*) was sufficient to restore growth on trisaccharides. We hypothesized that the S. pastorianus maltotriose phenotype results from regulatory interaction between S. cerevisiae maltose transcription activator and the promoter of *SeAGT1*. We experimentally confirmed the heterotic nature of the phenotype, and thus these results provide experimental evidence of the evolutionary origin of an essential phenotype of lager brewing strains.

## Abstract (precis)

S. pastorianus, an S. cerevisiae × S. eubayanus hybrid, is used for production of lager beer, the most produced alcoholic beverage worldwide. It emerged by spontaneous hybridization and colonized early lager brewing processes. Despite accumulation and analysis of genome sequencing data of S. pastorianus parental genomes, the genetic blueprint of industrially relevant phenotypes remains unresolved. Assimilation of maltotriose, an abundant sugar in wort, has been postulated to be inherited from the S. cerevisiae parent. Here, we demonstrate that although Asian S. eubayanus isolates harbor a functional maltotriose transporter *SeAGT1* gene, they are unable to grow on α-oligoglucosides, but expression of S. cerevisiae regulator *MAL13* (*ScMAL13*) was sufficient to restore growth on trisaccharides. We hypothesized that the S. pastorianus maltotriose phenotype results from regulatory interaction between S. cerevisiae maltose transcription activator and the promoter of *SeAGT1*. We experimentally confirmed the heterotic nature of the phenotype, and thus these results provide experimental evidence of the evolutionary origin of an essential phenotype of lager brewing strains.

## INTRODUCTION

*Saccharomyces pastorianus* is an interspecific hybrid of Saccharomyces cerevisiae and Saccharomyces eubayanus (1–4). S. pastorianus strains are widely used for production of lager beer, which is currently the most produced alcoholic beverage worldwide. Lager brewing requires alcoholic fermentation at relatively low temperatures. S. pastorianus was hypothesized to have emerged by spontaneous hybridization and to have colonized early lager brewing processes due to a combination of cold tolerance inherited from S. eubayanus and superior fermentation kinetics inherited from S. cerevisiae (5–7). Lager beer is brewed from barley wort, whose sugar composition consists, by weight, of approximately 15% glucose, 60% maltose, and 25% maltotriose (8). During wort fermentation, maltotriose is generally utilized only after glucose and maltose are depleted, while its consumption is also relatively slow and often incomplete (9–11).

Complete sugar utilization is desirable for lager beer fermentation to optimize concentrations of ethanol and flavor compounds and to avoid residual sweetness (12). While S. pastorianus and S. cerevisiae strains are capable of consuming maltotriose, none of the wild isolates of S. eubayanus characterized thus far have been shown to possess this trait (6, 13, 14). These observations led to the hypothesis that the ability of S. pastorianus to ferment maltotriose was inherited from S. cerevisiae (5–7, 13, 15).

The genetic information for maltose utilization is well conserved in *Saccharomyces* species and depends on three gene families. *MALT* genes encode plasma membrane proton symporters with various substrate specificities and affinities (16, 17); *MALS* genes encode α-glucosidases that hydrolyze α-oligoglucosides into glucose, while *MALR* genes encode a regulator required for transcriptional induction of *MALT* and *MALS* genes by maltose (18, 19). In *Saccharomyces* species, maltose utilization genes are generally organized in *MAL* loci. These loci contain a *MALT* gene (called *ScMALx1* and *SeMALTx* in S. cerevisiae and S. eubayanus, respectively), a *MALS* gene referred to as *ScMALx2* or *SeMALSx*, and an *MALR* gene referred to as *ScMALx3* or *SeMALRx* (13, 20). In the absence of glucose and presence of maltose, the MalR regulator binds a bidirectional promoter, thereby simultaneously activating expression of *MALT* and *MALS* genes (21).

The *ScMAL1*-*ScMAL4* and *ScMAL6* loci of S. cerevisiae as well as the *SeMAL1-SeMAL4* loci of S. eubayanus are located in subtelomeric regions (13, 22–24). While all S. cerevisiae *Sc*Malx1 transporters transport maltose, only *Sc*Mal11 is able to also transport maltotriose (9). *ScMAL11* (also known as *ScAGT1*) shares only 57% nucleotide identity with other *ScMALx1* genes (25). The four *SeMALT* (*SeMALT1* to *SeMALT4*) genes identified in the genome of the Patagonian type strain FM1318/CBS 12357 of S. eubayanus were shown to encode functional maltose transporters, but none of these genes enabled maltotriose transport (13). While no clear *ScAGT1* ortholog was found in S. eubayanus CBS 12357^T^, such an ortholog was recently found in the genomes of two North American isolates assigned to the Holarctic subclade of S. eubayanus (14).

S. pastorianus inherited *MAL* genes from both S. cerevisiae and S. eubayanus (2, 4, 26). However, the S. cerevisiae-derived maltotriose transporter gene *ScAGT1* is truncated and, therefore, nonfunctional in S. pastorianus (10). Instead, maltotriose consumption by S. pastorianus strains was attributed to *SeAGT1* and S. pastorianus *MTY1* and *MTT1* genes (27–30). In S. pastorianus, *SeAGT1* is located on S. eubayanus chromosome XV (ChrXV) and was, therefore, already before the identification of an *AGT1* ortholog in Holarctic S. eubayanus strains (14), assumed to originate from S. eubayanus (2). *SpMTY1*, also referred to as *SpMTT1*, is located on S. cerevisiae ChrVII and has less than 92% sequence identity with other *Saccharomyces* maltose transporters (28). However, *SpMTY1* contains sequence patches with high similarity to maltose transporters from S. eubayanus and Saccharomyces paradoxus (32). Recently, two independent laboratory evolution studies with S. eubayanus demonstrated that recombination of different *SeMALT* genes yielded chimeric, neo-functionalized genes that encoded maltotriose transporters (14, 32). *SpMTY1* may have resulted from successive introgressions of maltose transporter genes from S. cerevisiae, S. eubayanus, and S. paradoxus.

Recently made S. cerevisiae × S. eubayanus laboratory hybrids showed lager brewing performance similar to that of S. pastorianus strains, also with respect to maltotriose utilization (5, 6, 15, 33). In these hybrids, maltotriose consumption depended on the presence of a functional *Sc*Agt1 transporter encoded by the S. cerevisiae subgenome (34). However, in view of the nonfunctionality of *ScAGT1* in current S. pastorianus strains, these laboratory hybrids did not fully recapitulate the genetic landscape of S. pastorianus with respect to maltotriose fermentation (2, 6, 33).

Studies on laboratory hybrids based on S. eubayanus strains whose genomes are more closely related to the S. eubayanus subgenome of S. pastorianus strains than that of the Patagonian type strain CBS 12357 might generate new insights into the evolution of maltotriose utilization in S. pastorianus. To date, Himalayan S. eubayanus isolates show the highest sequence identity with the S. eubayanus subgenome of S. pastorianus, with up to 99.82% identity, in contrast to 99.56% for S. eubayanus CBS 12357^T^ (35).

Here, we investigated if and how the genomes of Himalayan S. eubayanus strains could have contributed to maltotriose utilization in the earliest hybrid ancestors of current S. pastorianus strains. To this end, we generated chromosome-level genome assemblies of these strains by long-read DNA sequencing. Since the Himalayan strains were unable to utilize maltotriose, we functionally characterized the assembled *MAL* genes and identified genetic determinants that prevented maltotriose utilization. Subsequently, a laboratory hybrid of a representative Himalayan S. eubayanus strain with a maltotriose-deficient ale strain of S. cerevisiae was generated to investigate the genetics of maltotriose utilization in a hybrid context. We discuss the implications of the experimental results for the proposed role and origin of *SeAGT1* in S. pastorianus and for the potential of hybridization to enable maltotriose consumption in novel *Saccharomyces* hybrids.

## RESULTS

### Sequencing of Himalayan S. eubayanus strains revealed variations of subtelomeric regions and the presence of novel putative maltose transporter genes.

It has been proposed that the S. eubayanus genetic pool of S. pastorianus was inherited from an ancestor of the Asian S. eubayanus lineage (35). With 99.82% identity, the Himalayan S. eubayanus strains CDFM21L.1 and ABFM5L.1 that belong to the Holarctic lineage (36) present the closest characterized relatives of the S. eubayanus ancestor of lager brewing yeasts. However, this distance was based on a limited sequencing space (35), and the analysis did not investigate the presence of specific S. eubayanus genetic markers found in S. pastorianus hybrids. Therefore, we sequenced the genome of the Himalayan S. eubayanus strain CDFM21L.1 with a combination of long-read and short-read techniques (Oxford Nanopore MinION and Illumina technologies, respectively) to generate a nearly complete draft reference genome sequence. The resulting CDFM21L.1 genome assembly comprised 19 contigs, including the mitochondrial genome. All chromosomes were completely assembled from telomere to telomere, except for chromosome XII, which was fragmented into 3 contigs due to the repetitive ribosomal DNA (rDNA) region and manually assembled into a single scaffold. With a total size of 12,034,875 bp, this assembly represents the first nearly complete draft genome of an S. eubayanus strain of the Holarctic clade (36).

Chromosome-level assemblies were hitherto only available for the Patagonia B-clade strain CBS 12357^T^ (1, 13). We identified three major structural differences in CDFM21L.1 relative to the structure of CBS 12357^T^ using Mauve (37): (i) a paracentric inversion in the subtelomeric region of chromosome VII involving approximately 8 kbp, (ii) a translocation of approximately 12 kbp from the left subtelomeric region of chromosome VIII to the right subtelomeric region of chromosome VI, and (iii) a reciprocal translocation between approximately 20 kbp from the right subtelomeric region of chromosome V and approximately 60 kbp from the center of chromosome XII (Fig. 1A). All structural variation involved subtelomeric regions, in accordance with their known relative instability (38–40).

**FIG 1:**
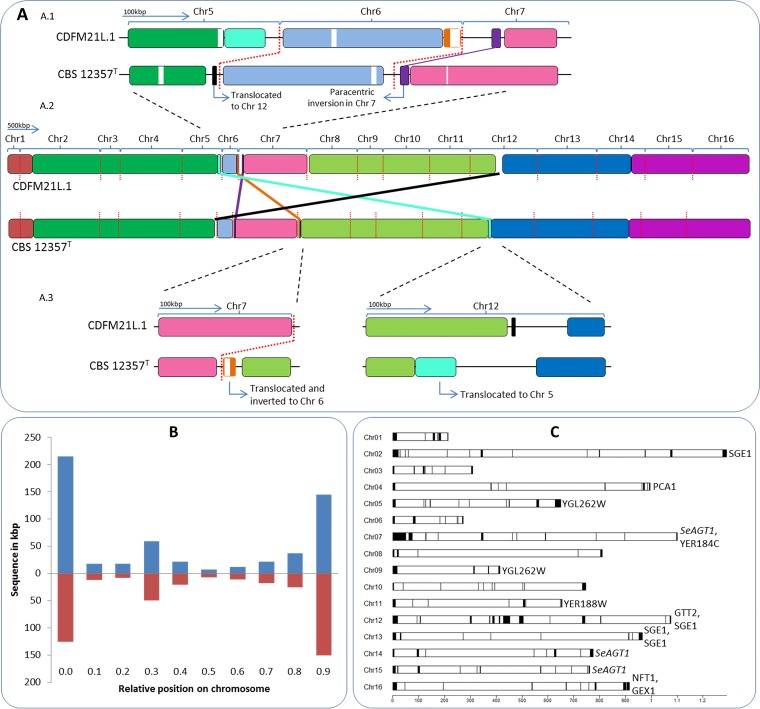
Genome comparison between CDFM21L.1 and CBS 12357^T^. (A) Translocations in CDFM21L.1 relative to CBS 12357^T^. The diagram in the first panel shows a magnification of the right end of ChrV, the entire ChrVI, and the left end of ChrVII, and it displays the paracentric inversion of the subtelomeric region of ChrVII left arm (approximately 8 kbp). The second panel represents the concatenated whole-genome alignment of S. eubayanus strains CBS 12357 and CDFM21L.1. The red vertical lines indicate the chromosome separations. The third panel shows, on the left, a magnification of a translocation of approximately 12 kbp from the left subtelomeric region of chromosome VIII to the right subtelomeric region of chromosome VI and a reciprocal translocation between approximately 20 kbp from the right subtelomeric region of chromosome V and approximately 60 kbp from the center of the chromosome. Genome synteny is indicated with colored blocks. (B) Relative chromosome position of gene presence differences between CDFM21L.1 (blue) and CBS 12357^T^ (red). (C) Representation of the assembled CDFM21L.1 S. eubayanus chromosomes. The black boxes denote newly added sequences. New annotated open reading frames and gene entries modified relative to the CBS 12357^T^ draft genome are shown (13).

An alignment comparison of the CDFM21L.1 and CBS 12357^T^ genomes with MUMmer revealed that 557 kb were unique to CDFM21L.1, and, reciprocally, 428 kb were unique to CBS 12357^T^. Sequences unique to CBS 12357^T^ (3.6% of its genome) and to CDFM21L.1 (4.6% of its genome) were located primarily in subtelomeric regions and in repetitive regions, such as rDNA on chromosome XII (Fig. 1B). Out of the 32 subtelomeric regions, 23 exhibited absence of synteny. Conserved synteny was observed for subtelomeric regions on ChrIII (left), ChrIV (left and right), ChrVI (left), ChrIX (right), ChrXI (right), ChrXII (right), ChrXIV (left), and ChrXV (right) (see File S1 and Table S1 in the supplemental material).

The 428 kb of sequence that was absent in the Himalayan S. eubayanus strain included 99 annotated open reading frames (ORFs) (File S1). Of the 99 ORFs that were (partly) affected, 11 were completely absent in CDFM21L.1, involving mostly genes implicated in iron transport facilitation (File S1). The 557 kb of sequence that was not present in CBS 12357^T^ included 113 annotated ORFs (File S1). Of these 113 ORFs, 15 were completely absent in CBS 12357^T^. These 15 ORFs showed an overrepresentation of genes involved in transmembrane transport (Fisher’s exact test, *P* = 4.8E−5) (Fig. 1C).

Of the 15 ORFs unique to CDFM21L.1, three were identical orthologs of S. cerevisiae *MAL11* (*AGT1*) (Table S1). These three ORFs were found in the subtelomeric regions of chromosomes VII, XIV, and XV. Their sequence similarity values with the S. cerevisiae CEN.PK113.7D and S. pastorianus CBS 1483 *MAL11* and *AGT1* genes were 82.7% and 99.89%, respectively. In addition to these *SeAGT1* genes, the CDFM21L.1 genome sequence harbored genes encoding three maltose transporters (*SeMALTx*), two maltases (*SeMALSx*), and three regulators (*SeMALRx*). In contrast to the situation in S. eubayanus CBS 12357^T^, none of the *SeMAL* genes formed a canonical *MAL* locus in CDFM21L.1 (Fig. 2). 

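The gene models of these SeMAL genes, taken from the annotation of the CDFM21L.1 assembly that accompanies the deposited expression values, lie as follows. SeMALT1 is a single model on chromosome 2 from 20652 to 22436, and the maltase gene SeMALS1 lies beside it from 17343 to 19100. SeMALT2 is given as a pair of adjacent models on chromosome 12, from 411099 to 412175 and from 412241 to 412936, followed by SeMALS2 from 413756 to 415513. On chromosome 13, SeMALR2 extends from 14643 to 16028, SeMALT3 is given as models from 16978 to 17454 and from 17701 to 18747, and SeMALR3 extends from 21257 to 22669. SeMALR1 on chromosome 5 is also divided, into models from 564744 to 565451 and from 565495 to 566016. The expression of each divided gene was computed from the reads of both of its models.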

A systematic sequence inspection of these CDFM21L.1 *SeMAL* genes revealed mutations that prematurely interrupted the reading frames of *SeMALR1*^ChrV^ (_706_TGA_708_), *SeMALT2*^ChrXII^ (_694_TGA_696_), and *SeMALT*3^ChrXIII^ (_1045_TAA_1047_).

**FIG 2:**
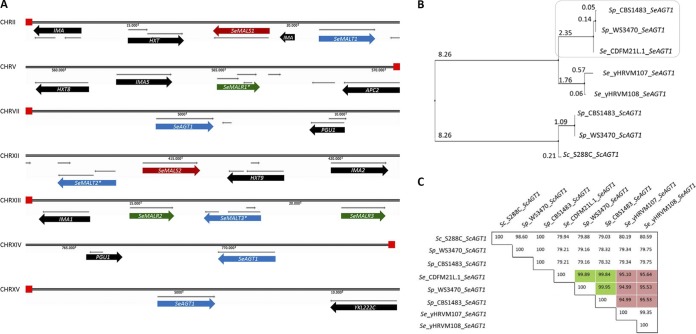
Organization of subtelomeric regions involving *MAL* genes and *SeAGT1* in CDFM21L.1. (A) Chromosome sections are represented as lines, and red boxes denote telomeres. The CDFM21L.1 genome harbors three *SeMALT* genes in which *SeMALT2* and *SeMALT3* have a mutation resulting in an early stop codon and truncated protein (denoted with *). Three copies of *SeAGT1* were found close to the telomeres on chromosomes VII, XIV, and XV. Furthermore, there are two intact *SeMALS* genes on ChrII and ChrXII and three *SeMALR* genes on ChrV and ChrXIII whose copy on ChrV is also mutated (SeMALR1*). The gene and interval sizes are approximately to scale. Transporter genes *SeAGT1*, *SeMALT1*, *SeMALT2*, and *SeMALT3* are denoted with blue arrows, the hydrolase genes *SeMALS1* and *SeMALS2* are denoted with red arrows, and the regulator genes *SeMALR1*, *SeMALR2*, and *SeMALR3* are denoted with green arrows. Any other genes are shown with black arrows. (B) Phylogeny of *Saccharomyces SeAGT1* genes described in S. cerevisiae, S. eubayanus, and the lager brewing hybrid S. pastorianus. (C) Nucleotide percentage identities between *AGT1* orthologs from S. cerevisiae, S. eubayanus, and the lager brewing hybrid S. pastorianus. Green indicates highest similarity between *SeAGT1* and *SeAGT1* genes from S. pastorianus strains CBS 1483 and WS3470. Red indicates similarity between *SeAGT1* from North American strains with *SeAGT1* genes from Asian S. eubayanus and S. pastorianus strains CBS 1483 and WS3470.

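In the CDFM21L.1 annotation the SeAGT1 copies are named by their chromosome. The copy on chromosome 7 extends from 4054 to 5886, the copy on chromosome 14 from 769430 to 771262 on the opposite strand, and the copy on chromosome 15 from 4200 to 6032. Each model is 1833 bp long. RNA reads from SeAGT1 were counted at nearly the same number on each copy. In the first culture of IMX1765 on maltose, 184195 reads were counted on the chromosome 7 copy, 172919 on the chromosome 14 copy and 184241 on the chromosome 15 copy. Across 20 RNA libraries, the reads on the copies of chromosomes 7 and 15 differed by less than random assignment of each read to one of them would give, with a sum of squared differences over read sums of 0.214 where 20 is expected.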

In addition to the S. eubayanus CDFM21L.1 strain, a second Himalayan S. eubayanus isolate (ABFM5L.1) was sequenced. These two strains were 99.97% genetically identical at the nucleotide level, their *MAL* genes were syntenic, and the premature stop codons in *SeMALR1* (ChrV), *SeMALT2* (ChrXII), and *SeMALT*3 (ChrXIII) were conserved. Two additional mutations were identified in one of the three *SeAGT1* genes. A nucleotide variation at positions 53 and 939 (T instead of an A and A instead of a G) resulted in a glycine-to-valine and arginine-to-lysine change, respectively.

### Paradoxically, Himalayan S. eubayanus strains do not utilize maltose and maltotriose.

Identification of *SeAGT1* in the two Himalayan S. eubayanus strains suggests an ability to grow not only on maltose but also on maltotriose. Strains from the Holarctic clade have previously been hypothesized to be the donor of the S. eubayanus subgenome in S. pastorianus hybrids (35, 36). However, no physiological data regarding their ability to grow on the sugars present in wort are available. To assess their growth characteristics, the Asian S. eubayanus strains CDFM21L.1 and ABFM5L.1, the Patagonian S. eubayanus type strain CBS 12357^T^, and the S. pastorianus strain CBS 1483 were grown on diluted industrial brewer’s wort at 12°C. As reported previously, S. pastorianus strain CBS 1483 could utilize all three sugars but did not fully consume maltotriose (Fig. 3) (11). Also in accordance with previous observations (6), CBS 12357^T^ consumed glucose and maltose completely but left maltotriose untouched. However, in marked contrast to S. eubayanus CBS 12357^T^, neither CDFM21L.1 nor ABFM5L.1 consumed maltose after growth on glucose. Moreover, like CBS 12357^T^, maltotriose was not metabolized by these two S. eubayanus strains. While in CBS 12357^T^ an ability to grow on maltose and an inability to grow on maltotriose could be readily attributed to its *MAL* gene complement, CDFM21L.1 and ABFM5L.1 failed to grow on maltose even though they appeared to contain complete genes encoding maltose (*SeMALT1* and *SeAGT1*) and maltotriose (*SeAGT1*) transporters.

**FIG 3:**
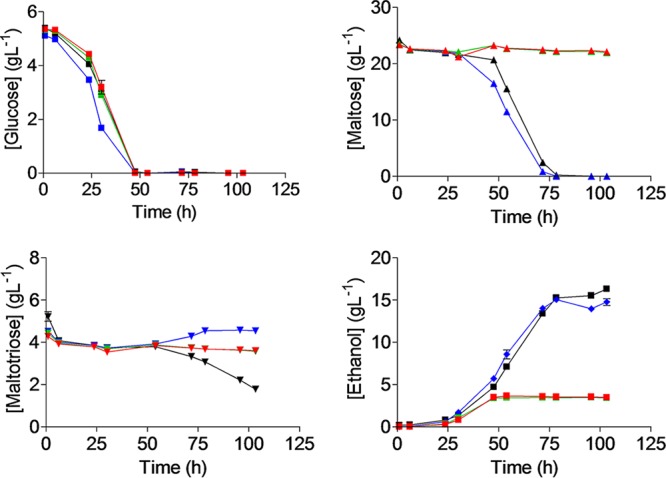
Characterization of sugar consumption of S. pastorianus CBS 1483 (black) and S. eubayanus CBS 12357^T^ (blue), CDFM21L.1 (red), and ABFM5L.1 (green) on wort. For every sample, glucose (▪), maltose (▲), maltotriose (▼), and ethanol (⧫) were measured from the supernatant. Strains were grown at 12°C for 110 h in infusion Neubor flasks. Samples were filtered through a 0.22-μm-pore-size filter and analyzed by HPLC. Data represent averages and standard deviations of three biological replicates.

### Growth defects on maltose and maltotriose are caused by deficiency of the regulatory *Se*MalR proteins in S. eubayanus CDFM21L.1.

The recent characterization of maltose metabolism in CBS 12357^T^ showed that the coding regions of transcriptionally silent maltose transporter genes in S. eubayanus can potentially encode functional proteins (13). The inability of the Himalayan S. eubayanus isolates to grow on α-oligosaccharides precluded direct testing of transporter gene functionality by deletion studies. Instead, these genes were expressed in S. cerevisiae IMZ616, which is devoid of all native maltose metabolism genes (41). The CDFM21L.1 transporter gene *SeMALT1*, *SeMALT2*, *SeMALT3*, or *SeAGT1* was integrated at the *ScSGA1* locus in IMZ616 along with the S. cerevisiae maltase gene *ScMAL12* (13), yielding a series of strains overexpressing a single transporter [(IMX1702 (*SeMALT1*), IMX1704 (*SeMALT2*), IMX1706 (*SeMALT3*), and IMX1708 (*SeAGT1*)]. These strains, as well as the negative- and positive-control strains IMZ616 and IMX1365 (IMZ616 expressing *ScAGT1* and *ScMAL12*), were grown on synthetic medium (SM) supplemented with either maltose (SMM) or maltotriose (SMMt). On maltose, not only the positive-control strain IMX1365 but also IMX1702 (*SeMALT1*) and IMX1708 (*SeAGT1*) were able to grow on maltose, consuming 30 and 60%, respectively, of the initially present maltose after 100 h (Fig. 4A). As anticipated, the *SeMALT2* and *SeMALT3* alleles with premature stop codons did not support growth on maltose. Of the two strains that grew on maltose, only IMX1708 (*SeAGT1*) also grew on maltotriose. These results demonstrate that *SeAGT1* from a Holarctic S. eubayanus encoded a functional maltotriose transporter and, consequently, that the inability of Holarctic strains to grow on maltose and maltotriose was not caused by transporter dysfunctionality. In addition to transport, metabolism of α-oligoglucosides requires maltase activity. Functionality of the putative *SeMALS1* and *SeMALS2* maltase genes was tested by constitutive expression in strain IMZ616, together with a functional *ScMAL31* transporter gene, yielding strains IMZ752 and IMZ753, respectively. The maltase-negative strain IMX1313 was used as negative control. In SM with maltose, both IMZ752 (*SeMALS1*) and IMZ753 (*SeMALS2*) grew and completely consumed maltose within 65 h, demonstrating functionality of both hydrolase genes (Fig. 4C).

**FIG 4:**
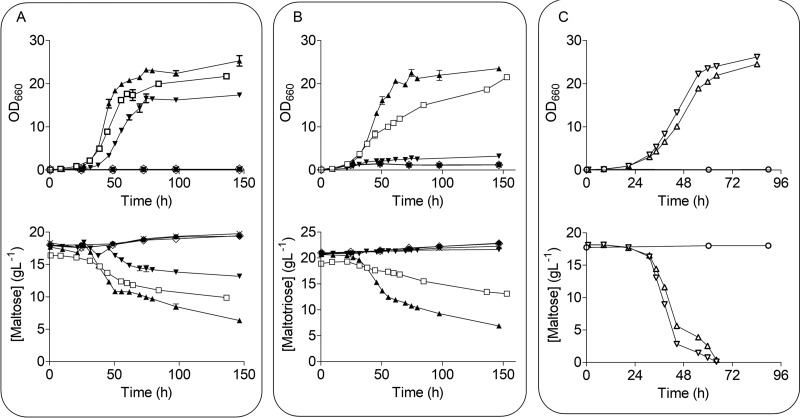
Overexpression of *SeMALT*, *SeAGT1*, and *SeMALS* genes in a maltose-negative background S. cerevisiae strain. Maltose-negative background strain IMZ616 (X), IMX1365 overexpressing *ScMAL11* (▼), IMX1702 overexpressing *SeMALT1* (⧫), IMX1704 overexpressing *SeMALT2* (↓), IMX1706 overexpressing *SeMALT3* (●), and IMX1708 overexpressing *SeAGT1* (☐) were grown on SM with 2% maltose or maltotriose at 20°C. It is worth mentioning that the symbols corresponding to the strains IMZ616, IMX1704, and IMX1708 are highly overlapping and therefore might be difficult to visualize. Growth on maltose (A) and on maltotriose (B) was monitored based on optical density (OD_660_), and concentrations of maltose and maltotriose in culture supernatants were measured by HPLC. Data are presented as averages and standard deviations of two biological replicates. (C) IMX1313 overexpressing only *ScMAL31* (○), IMZ752 overexpressing *ScMAL31* and *SeMALS1* (▵), and IMZ753 overexpressing *ScMAL31* and *SeMALS2* (∇) grown on SM with 2% maltose. Growth was monitored based on optical density measurement at 660 nm (OD_660_), and maltose in culture supernatants was measured by HPLC. Data represent averages and standard deviations of two biological replicates.

In S. cerevisiae transcriptional regulation of *MALx2* and *MALx1* genes is tightly controlled by a transcription factor encoded by *MALx3* genes. Malx3 binds an activating site located in the bidirectional promoters that control expression of *MALx2* and *MALx1* genes (42, 43). To test whether absence of maltose consumption in Himalayan S. eubayanus strains was caused by a lack of transcriptional upregulation of *SeMALT* and *SeMALS*, the S. cerevisiae *ScMAL13* gene was integrated at the *SeSGA1* locus in S. eubayanus CDFM21L.1, under the control of a constitutive *ScPGK1* promoter and *ScTEF2* terminator. *ScMAL13* expression in CDFM21L.1 enabled growth on maltose and maltotriose (Fig. 5A), indicating that a lack of transcriptional upregulation was indeed the cause of the parental strain’s inability to grow on these oligoglucosides. However, consumption of maltose and maltotriose was incomplete, and consumed sugars were almost exclusively respired, as no ethanol was measured after 60 h of cultivation.

**FIG 5:**
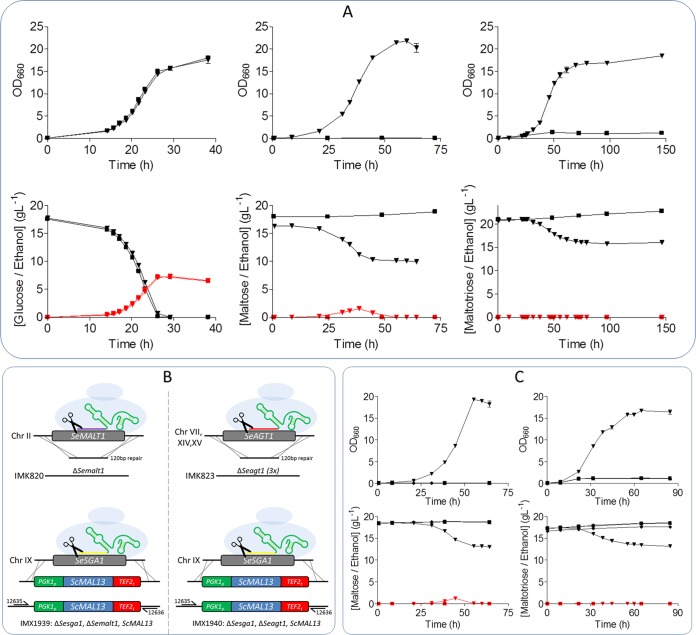
Integration of *ScMAL13* in CDFM21L.1 restores growth on maltose and maltotriose and enables native *SeMALT1* and *SeAGT1* characterization in knockout strains IMK820 and IMK823. (A) Characterization of S. eubayanus IMX1765 overexpressing *ScMAL13* (▼) and CDFM21L.1 (▪) on SM with glucose, maltose, or maltotriose at 20°C. The OD_660_ was measured (black), and sugar (black) and ethanol (red) concentrations were determined from the supernatant by HPLC. (B) Overview of constructed knockout strains. Knockouts of *SeMALT1* (IMK820) and *SeAGT1* (IMK823) were made with CRISPR-Cas9. Subsequently the *SeSGA1* locus was replaced by *ScPGK1_p_-ScMAL13-ScTEF2_t_* using CRISPR-Cas9 in both strains, resulting in IMX1939 and IMX1940, respectively. (C) S. eubayanus strains IMK820 (▪), IMK823 (▲), IMX1939 (▼), and IMX1940 (⧫) were characterized on SM with maltose or maltotriose at 20°C. The OD_660_ was measured (black), and sugar (black) and ethanol (red) concentrations were determined from the supernatant by HPLC. It is worth mentioning that the symbols corresponding to the strains IMK820, IMK823, and IMX1940 are highly overlapping and therefore might be difficult to visualize. All data represent averages and standard deviations of biological duplicates.

The possibility to grow an engineered variant of S. eubayanus CDFM21L.1 on α-oligoglucosides offered an opportunity to study transporter function in its native context. Complementary functional characterization by gene deletion of *SeMALT1* and *SeAGT1* was performed using CRISPR-Cas9 genome editing method (13, 44). Deletion of *SeMALT1* and *SeAGT1* in CDFM21L.1 resulted in strains IMK820 and IMK823, respectively. Complete deletion of *SeAGT1* required disruption of six alleles. To confirm the complete removal of all copies, the genome of IMK823 was sequenced. Mapping reads onto the reference S. eubayanus CDFM21L.1 genome assembly confirmed that all six alleles were removed simultaneously. Subsequently, the regulator expression cassette (*ScPGK1_p_-ScMAL13-ScTEF2_t_*) was integrated in IMK820 and IMK823 at the *SeSGA1* locus, yielding strains IMX1939 and IMX1940, respectively (Fig. 5B). The four deletion strains IMK820 (*SemalT1*Δ), IMK823 (*Seagt1*Δ), IMX1939 (*SemalT1*Δ *Sesga1*Δ::*ScMAL13*), and IMX1940 (*Seagt1*Δ *Sesga1*Δ::*ScMAL13*) were characterized on SM with glucose (SMG), SMM, or SMMt. All four strains were able to grow on glucose (Fig. S1). While strains IMK820, IMK823 and IMX1940 were unable to grow on maltose or maltotriose (Fig. 5C), strain IMX1939 (*SemalT1*Δ *Sesga1*Δ::*SeMAL13*), which harbored functional *SeAGT1* copies, grew on maltose as well as on maltotriose. However, after 64 h of growth, these sugars were only partially consumed. Only 1.2 g liter^−1^ ethanol was produced from maltose, and no ethanol formation was observed during growth on maltotriose. The low ethanol concentration and the relatively high optical density at 600 nm (OD_660_) suggest that, under the experimental conditions, strain IMX1939 exhibited a Crabtree-negative phenotype and exclusively respired maltotriose. S. eubayanus IMX1940 (*Seagt1*Δ *Sesga1*Δ::*SeMAL13*) did not consume maltotriose after 84 h of incubation. Moreover, despite the presence of *SeMALT1*, which encoded a functional maltose transporter upon expression in S. cerevisiae IMZ616, strain IMX1940 was also unable to consume maltose.

In addition to a functional Malx3 transcription factor, transcriptional activation of *MAL* genes also requires presence of a *cis*-regulatory motif in the promoter of regulated genes. Transcriptome analysis of S. eubayanus CBS 12357^T^ recently showed that absence of a canonical *cis*-regulatory motif in *SeMALT1* and *SeMALT3* of S. eubayanus CBS 12357^T^ caused a deficiency in their expression (13). To further explore regulation of *SeMAL* and *SeAGT1* genes, we investigated the impact of carbon sources on the genome-wide transcriptome and, specifically, on transcriptional activation of genes involved in maltose metabolism. 

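RNA sequencing data of S. eubayanus were available for 14 cultures of 3 strains, with 2 cultures for each combination of strain and carbon source. The Himalayan isolate CDFM21L.1 was sampled on glucose only. Strain IMX1765, in which ScMAL13 under control of the constitutive ScPGK1 promoter replaces SeSGA1, and strain IMX1939, which additionally lacks SeMALT1, were sampled on glucose, maltose and maltotriose, each supplied at 20 g liter−1. The methods give the optical density at sampling as 12 on glucose and maltose and 15 on maltotriose, while the sample descriptions give 12.5 for every culture. The authors mapped the reads to the CDFM21L.1 assembly, removed ambiguously mapped reads according to the methods, counted reads per gene in union mode and deposited FPKM values, which are already scaled for library size and gene length. Since whole reads were counted, the number of reads behind each FPKM value could be recovered for 100% of the values. For CDFM21L.1 on glucose, 19731830 and 27175322 reads were counted on genes. For IMX1765, the cultures on glucose had 21959794 and 16874233 reads and those on maltose 25207706 and 22235339. The maltotriose cultures of IMX1765 had 318922 and 18598298 reads. Libraries of IMX1939 ranged from 18029566 to 21896254 reads, with group medians of 18954253 on glucose, 20353252 on maltose and 19497049 on maltotriose. The mean over all 20 libraries, those of hybrid HTSH020 included, was 19.2 M reads counted on genes, which is the depth behind the FPKM values, whereas the paper reports an average of 23.7 M reads generated per sample. The first maltotriose library of IMX1765 held 1.71% of the median depth, so that 3 reads on a gene of 1000 bp amount to 9.41 FPKM in this library and to between 0.119 and 0.178 FPKM in the other IMX1765 libraries. For comparisons, both models of a divided gene were joined and the 3 SeAGT1 copies were summed. Differences were tested with limma on log2(FPKM + 1) in a single fit of the 7 groups, over the 5399 genes with a mean of at least 1 FPKM, and p values were adjusted by the Benjamini-Hochberg method. On this scale, the change of a gene with few FPKM is understated. With 2 cultures per group, the smallest two-sided p of an exact permutation test of a single gene is 0.333, so that the tests rest on the spread shared across genes and groups.

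**Figure D1:**
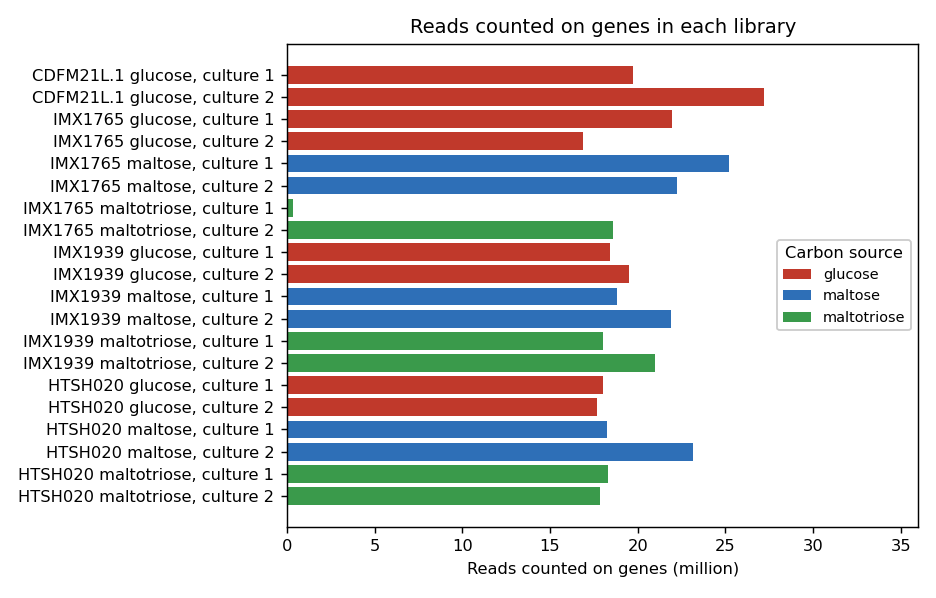
Reads counted on genes (horizontal axis, in M reads) in each of the 20 RNA libraries, 1 bar per culture, colored by carbon source. The first IMX1765 maltotriose culture has 318922 reads, against at least 16874233 in each of the other 19 libraries.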

Duplicate cultures of S. eubayanus strain IMX1765 (*ScPGK1_p_-ScMAL13-ScTEF2_t_*) were grown on SMG, SMM, and SMMt at 20°C and sampled in mid-exponential phase. After mRNA isolation and processing, sequencing reads were mapped onto the newly annotated S. eubayanus CDFM21L.1 genome to calculate the number of fragments per kilobase per million reads mapped for the gene of interest (FPKM). 

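Expression of ScMAL13 was 485 ± 41.0 FPKM (SD, n = 2) in glucose-grown IMX1765 and 538 ± 292 FPKM (SD, n = 2) in maltose-grown IMX1765. The maltose-grown cultures, at 331 and 744 FPKM, lay on either side of the glucose-grown cultures at 456 and 514 FPKM. The log2 fold change on maltose was 0.04 (standard error 0.43, Benjamini-Hochberg adjusted p = 0.971 by limma). Cultures with the same replicate number deviated together across genes with a correlation of 0.172 between these groups, and with the replicate number as a block in limma the standard error was 0.30 and the Benjamini-Hochberg adjusted p = 0.953. On maltotriose, expression was 625 ± 179 FPKM (SD, n = 2), with a log2 fold change from glucose of 0.34 and a Benjamini-Hochberg adjusted p in limma of 0.642, or 0.460 with the replicate block (correlation 0.134). CDFM21L.1, which lacks the cassette, had 6 and 4 reads on ScMAL13 in its cultures, against 12331 to 14236 reads in IMX1765 on glucose. Conversely, SGA1 on chromosome 9 from 163440 to 165068, the integration site of the cassette, had 36 and 48 reads in CDFM21L.1 and between 0 and 5 in every IMX1765 culture.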

The heterologous regulator *ScMAL13*, expressed from the constitutive *ScPGK1* promoter (*ScPGK1_p_*) displayed the same expression levels in glucose- and maltose-grown cultures. Although *ScMAL13* was efficiently expressed on glucose, none of the nine S. eubayanus maltose genes (the three identical *SeAGT1* copies being undistinguishable) were transcriptionally induced under these conditions (Fig. 6 and Table S2), confirming that the hierarchical regulatory role of glucose catabolite repression (42, 45) also takes place in S. eubayanus. 

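On glucose, expression of the 9 maltose genes in IMX1765 was compared with that in CDFM21L.1. SeAGT1 was expressed at 5.70 ± 1.07 FPKM (SD, n = 2) in IMX1765 and 2.57 ± 1.56 FPKM (SD, n = 2) in CDFM21L.1, from between 73 and 260 reads per culture. This was the largest difference of the 9 genes, a log2 fold change of 0.97 (Benjamini-Hochberg adjusted p = 0.999 by limma), and SeMALR1 alone had a negative value, −0.11. For all 9 genes, the Benjamini-Hochberg adjusted p in limma was at least 0.960. SeMALT1 had the lowest FPKM of the 9 genes in both strains, at 1.20 ± 0.00271 in IMX1765 and 0.552 ± 0.298 in CDFM21L.1 (SD, n = 2). SeMALS1 was expressed at 8.69 ± 0.0560 and 6.20 ± 0.254 FPKM and SeMALS2 at 11.1 ± 0.214 and 7.62 ± 0.502 FPKM in IMX1765 and CDFM21L.1, respectively (SD, n = 2). SeMALT3 had 21.2 ± 1.06 FPKM and 19.2 ± 0.446 FPKM, and SeMALT2 7.09 ± 0.863 FPKM and 4.91 ± 0.106 FPKM, in the same order (SD, n = 2). Among 5399 genes, 2 differed between the strains on glucose, ScMAL13 with a log2 fold change of 8.71 (Benjamini-Hochberg adjusted p = 1.56e-05 by limma) and SNZ3 with 1.23 (Benjamini-Hochberg adjusted p = 0.0433 by limma). This count depended on the spread used, since with only these 2 groups in the fit 1676 genes differed. In that fit, 5 of the maltose genes had a Benjamini-Hochberg adjusted p in limma between 0.00894 and 0.0356, namely SeAGT1, SeMALT2, SeMALS1, SeMALS2 and SeMALR2, with log2 fold changes from 0.43 to 0.97. The SeAGT1 copy of chromosome 15 lies on a chromosome whose genes were together 0.40 higher in IMX1765 than in CDFM21L.1 on the log2 scale. Genes of chromosomes 4 and 9 were likewise higher, by 0.38 and 0.47. The count of 2 genes therefore does not mean that the strains were otherwise alike. How many of the 1676 genes lie on these chromosomes was not counted.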

During growth on maltose, all nine genes were significantly upregulated relative to levels in glucose-grown cultures, but large variations in expression levels were observed. 

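All 9 genes had a higher mean FPKM on maltose than on glucose in IMX1765. For 8 of them, the Benjamini-Hochberg adjusted p in limma was under 0.05 when adjusted over the 5399 genes tested, and for 9 when adjusted over the list of 9 genes alone. The exception in the former case was SeMALR1, with a log2 fold change of 1.07 (standard error 0.33, Benjamini-Hochberg adjusted p = 0.0789 by limma). With the replicate number as a block, 9 genes passed over all genes tested, and SeMALR1 had a Benjamini-Hochberg adjusted p = 0.0376 in limma. Across the alternatives tried, the number of genes called was 8 or 9. Expression on maltose spanned from 15.1 ± 1.49 FPKM for SeMALT1 to 13401 ± 2383 FPKM for SeAGT1 (SD, n = 2). Between these, SeMALT2 was expressed at 132 ± 54.2 FPKM and SeMALT3 at 284 ± 73.4 FPKM (SD, n = 2). Their log2 fold changes were 3.98 (standard error 0.38, Benjamini-Hochberg adjusted p = 0.00041 by limma) and 3.65 (standard error 0.36, Benjamini-Hochberg adjusted p = 0.000473 by limma). The single maltose cultures of SeMALT2 were at 93.8 and 171 FPKM, farther from the glucose cultures than from each other on the log2 scale.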

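In IMX1765, the ratio of mean FPKM on maltose to mean FPKM on glucose was 147.6 ± 42.4 (propagated SD, n = 2) for SeMALS1, which reached 1283 ± 368 FPKM on maltose. For SeMALS2, at 1784 ± 573 FPKM on maltose (SD, n = 2), the ratio was 160.6 ± 51.6. For SeAGT1, with 541355 and 614876 reads summed over its copies in the maltose cultures, the ratio was 2349.9 ± 607 (propagated SD, n = 2). Leaving out each culture in turn gave ratios from 117.6 to 177.6 for SeMALS1, from 124 to 197 for SeMALS2 and from 2054 to 2709 for SeAGT1. With each culture left out, the ratio of SeMALS2 was above that of SeMALS1, and SeAGT1 stood above both. Adding a pseudocount of 1 FPKM lowered these ratios to 132, 147 and 1999, respectively. SeMALR3 followed with a ratio of 56.2. On the log2(FPKM + 1) scale, the fold change of SeAGT1 was 10.96 (standard error 0.60), with a Benjamini-Hochberg adjusted p = 4.39e-06 by limma and 3.78e-06 with the replicate block. The values for SeMALS1 and SeMALS2 were 7.02 (standard error 0.24) and 7.17 (standard error 0.25), both with a Benjamini-Hochberg adjusted p = 2.61e-07 by limma and 2.93e-08 with the replicate block.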

The maltase genes *SeMALS1* and *SeMALS2* and the transporter gene *SeAGT1* showed the highest upregulation, with fold changes of 148, 161, and 2,355 respectively. Although upregulated *SeMALT1* displayed a fold change of 13, its normalized expression in maltose-grown cultures was 886-fold lower than that of *SeAGT1*. This weaker upregulation might explain why, despite the ability of its coding region to support synthesis of a functional maltose transporter, *SeMALT1* alone could not restore growth on maltose. 

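The SeMALT1 fold rests on 47 and 36 reads in the glucose cultures and 633 and 642 in the maltose cultures of IMX1765, and amounted to 12.6 ± 1.25 (propagated SD, n = 2), with a range of 11.8 to 13.5 when each culture was left out in turn. Adding a pseudocount of 1 FPKM before the division lowered it to 7.34. In limma, the log2 fold change was 2.87 (standard error 0.46, Benjamini-Hochberg adjusted p = 0.00483), and with the replicate block the Benjamini-Hochberg adjusted p was 0.00335. The ratio of SeAGT1 to SeMALT1 expression on maltose was 886 ± 180.2 (propagated SD, n = 2), with 833 and 933 in the single cultures. It takes SeAGT1 as the sum of its copies, and was 295 when the mean of the copies was used, a choice made after the data were seen. In IMX1939, in which SeMALT1 is deleted, 35 and 36 reads were still counted on SeMALT1 on maltose, or 0.982 ± 0.0858 FPKM (SD, n = 2).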

The transcriptome data also revealed that the absence of maltose induction in CDFM21L.1 was not associated with defective *cis*-regulatory elements in *SeMALR* promoter sequences since the regulator genes were properly activated; instead, these results would suggest that the *Se*MalR regulators are not functional.

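Expression of SeMALR1 in IMX1765 was 19.2 ± 1.98 FPKM on glucose and 41.2 ± 4.06 FPKM on maltose, and that of SeMALR2 was 8.84 ± 0.276 and 82.5 ± 8.03 FPKM, respectively (SD, n = 2). SeMALR3 rose from 1.54 ± 0.101 to 86.5 ± 20.4 FPKM (SD, n = 2). In each of these genes the maltose cultures lay above the glucose cultures. In CDFM21L.1 on glucose, the levels were 20.8 ± 0.0529 for SeMALR1, 5.71 ± 0.531 for SeMALR2 and 1.30 ± 0.00773 FPKM for SeMALR3 (SD, n = 2). The log2 fold change on maltose was 3.08 for SeMALR2 (standard error 0.65, Benjamini-Hochberg adjusted p = 0.0169 by limma, 0.00803 with the replicate block) and 5.09 for SeMALR3 (standard error 0.39, Benjamini-Hochberg adjusted p = 8.29e-05 by limma, 7.19e-06 with the replicate block). SeMALR1, which is interrupted by a premature stop codon, changed 2.15-fold, and passed the threshold only in some of the fits. CDFM21L.1 itself was sampled on glucose alone, so its regulators on maltose were not analysed here. The paper reasons that, since the SeMALR genes were activated on maltose in the strain with ScMAL13, their promoters carry working cis-regulatory elements, and proposes that the absence of induction in CDFM21L.1 lies in the SeMalR proteins, which would not be functional.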

**FIG 6:**
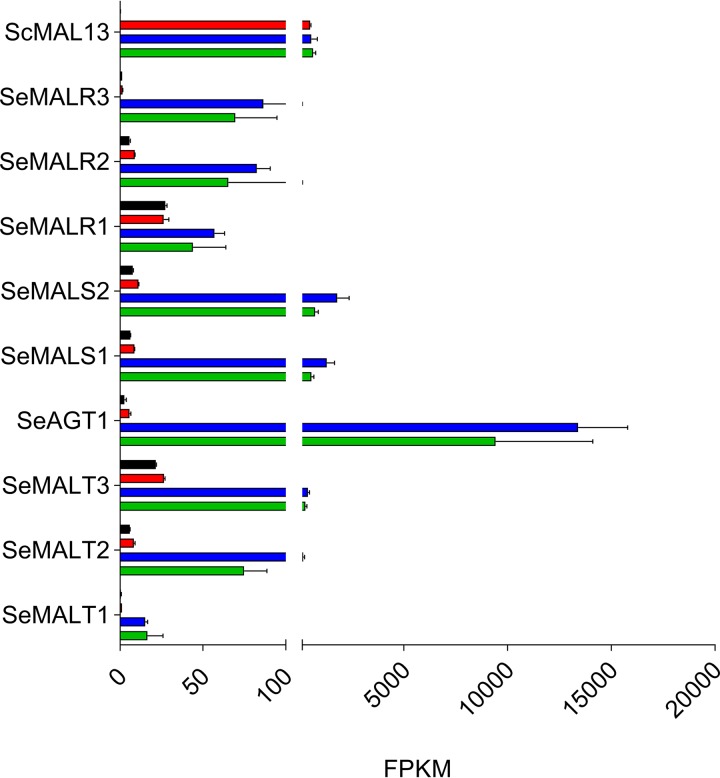
Expression levels of maltose metabolism genes in CDFM21L.1 and IMX1765. Normalized transcript levels of maltose metabolism genes from CDFM21L.1 mid-exponential phase grown on glucose (black) and from IMX1765 mid-exponential phase grown on glucose (red), maltose (blue), and maltotriose (green) at 20°C were calculated from duplicate RNA sequencing experiments (2 × 150 bp) using the FPKM method. All data represent averages and standard deviations of biological duplicates.

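On maltotriose, the mean of the IMX1765 cultures was higher than on glucose for all 9 genes. In limma, 7 genes had a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and 9 over the list alone, and with the replicate block 8 did (correlation of same-numbered cultures 0.134). With only the glucose and maltotriose groups of IMX1765 in the fit, none of the 9 passed, although 7 had an unadjusted p under 0.05. The maltotriose means carry a wide error. The first culture has few reads, and its expression values correlated less with those of the second maltotriose culture (0.898 across genes) than with the IMX1765 means on glucose (0.940) or maltose (0.941). SeAGT1 was expressed at 9421 ± 6619 FPKM (SD, n = 2), from 2771 reads in the first culture and 480710 in the second. SeMALS1 reached 540.5 ± 164 FPKM and SeMALS2 722 ± 209 FPKM (SD, n = 2). The log2 fold changes were 10.26 for SeAGT1 (Benjamini-Hochberg adjusted p = 9.99e-06 by limma, 8.04e-06 with the replicate block) and 5.87 for SeMALS2 (Benjamini-Hochberg adjusted p = 1.79e-06 by limma, 1.78e-07 with the replicate block). SeMALT1, at 16.5 ± 13.3 FPKM (SD, n = 2), rests on 4 reads in the first culture and 859 in the second. SeMALR2, with 8 and 2851 reads, had a log2 fold change of 2.25, for which the Benjamini-Hochberg adjusted p in limma was 0.074 without and 0.0375 with the replicate block. That of SeMALR1 was 0.74 (Benjamini-Hochberg adjusted p = 0.204 by limma, 0.121 with the replicate block). In limma voom on the recovered reads, chosen after the data were seen, both were called, with log2 fold changes of 3.35 for SeMALR2 (Benjamini-Hochberg adjusted p = 0.0046) and 1.16 for SeMALR1 (Benjamini-Hochberg adjusted p = 0.0346). Between maltotriose and maltose, no gene of the 5399 differed in IMX1765, while 410 had an unadjusted p under 0.05, and the same holds with the replicate block, with 465 (correlation 0.110).

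**Figure D2:**
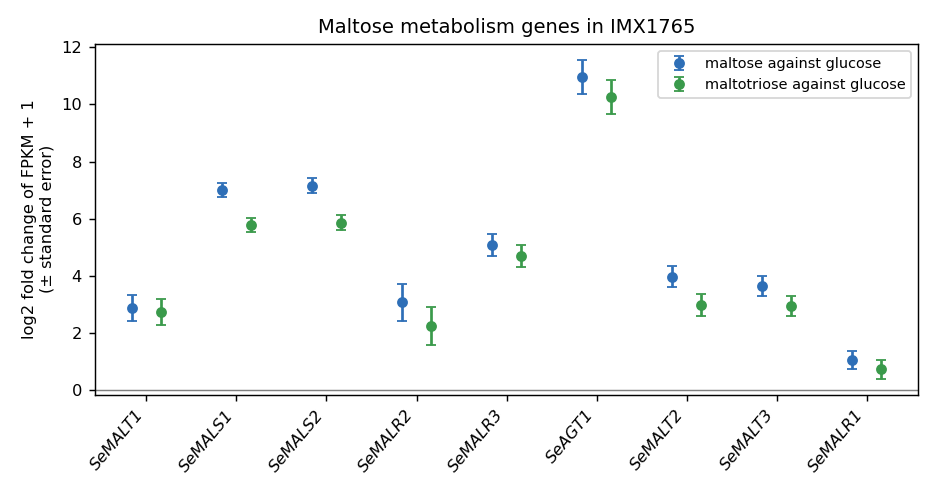
Change of the 9 maltose metabolism genes in IMX1765 on maltose (blue) and maltotriose (green) against glucose, as the log2 fold change of FPKM + 1 (vertical axis) with its standard error from limma as bars, n = 2 cultures per group. SeAGT1 changes most, by 10.96 on maltose and 10.26 on maltotriose, and SeMALR1 least, by 1.07 and 0.74.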

### Hybridization of two maltotriose-deficient S. eubayanus and S. cerevisiae lineages results in heterosis through regulatory cross talk.

The genetic makeup of S. pastorianus lager brewing yeasts strongly indicates that they originate from hybridization of S. cerevisiae and S. eubayanus parental lineages that were both unable to metabolize maltotriose (2). This hypothesis is consistent with the recurrent mutation in the S. cerevisiae *AGT1* allele of S. pastorianus strains as well as with the inability of Himalayan strains of S. eubayanus to grow on these oligoglucosides.

Spores of the Himalayan S. eubayanus CDFM21L.1 were hybridized with S. cerevisiae CBC-1. This top-fermenting S. cerevisiae is recommended for cask and bottle conditioning and unable to consume maltotriose (Lallemand, Montreal, Canada). Analysis of the CBC-1 assembly, obtained by a combination of long- and short-read sequencing, linked its maltotriose-negative phenotype to a total absence of the *MAL11* (*AGT1*) gene. The resulting laboratory interspecific hybrid HTSH020 was characterized at 12°C on synthetic wort, a defined medium whose composition resembles that of brewer’s wort. While S. eubayanus CDFM21L.1 consumed only glucose and S. cerevisiae CBC-1 consumed glucose and maltose after 103 h (Fig. 7A), the interspecific hybrid HTSH020 completely consumed glucose and maltose and partially consumed maltotriose after 105 h, thus resembling characteristics of S. pastorianus strains (e.g., CBS 1483) (11). In addition to this gain of function, the hybrid HTSH020 outperformed both of its parents in maltose consumption since it depleted this sugar in 70 h instead of the 95 h for strain CBC-1. Since S. cerevisiae grows generally more slowly at 12°C, the experiments were also performed at 20°C, at which temperature HTSH020 consumed all maltose 16 h earlier than CBC-1 (Fig. S2).

**FIG 7:**
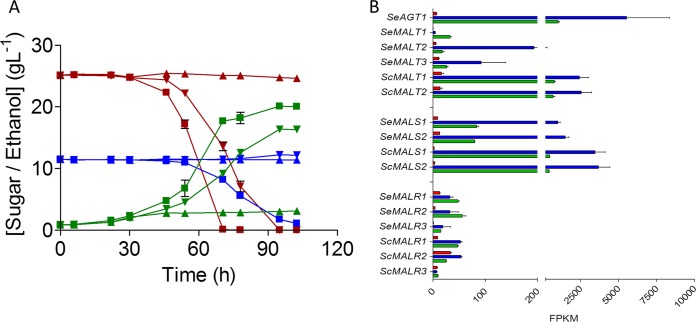
Hybridization of maltotriose-deficient S. cerevisiae and S. eubayanus strains leading to cross talk restoring maltotriose utilization explains the S. pastorianus phenotype. (A) Characterization of S. cerevisiae CBC-1 (▼), S. eubayanus CDFM21L.1 (▲), and hybrid HTSH020 (▪) on mock wort at 12°C. Consumption of maltose (red) and maltotriose (blue) and production of ethanol (green) were measured from the supernatant by HPLC. Data represent averages and standard deviations from biological triplicates. (B) Normalized transcript levels of maltose metabolism genes from HTSH020 mid-exponential phase grown on glucose (red), maltose (blue), and maltotriose (green) at 20°C were calculated from duplicate RNA sequencing experiments (2 by 150 bp) using the FPKM method. All data represent averages and standard deviations of two biological duplicates.

Transcriptome analysis of the hybrid strain HTSH020 grown on SM with different carbon sources showed that *SeAGT1* expression was repressed during growth on glucose, with a normalized expression level of 7 FPKM (Fig. 7B). 

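RNA of hybrid HTSH020 was sequenced from 6 cultures at 20°C, 2 on each of glucose, maltose and maltotriose. The reads were counted on the genes of both subgenomes, those of S. eubayanus CDFM21L.1 and those of S. cerevisiae CBC-1, and the deposited FPKM values refer to this combined set of genes. Between 17695093 and 18026341 reads were counted on glucose, 18260141 and 23175074 on maltose and 17844173 and 18325350 on maltotriose. After the models of divided genes were joined, 11285 genes remained, of which the 10983 with a mean of at least 1 FPKM entered 1 fit of the 3 groups in limma. The methods state that ambiguously mapped reads were removed. The many near-equal reads on the SeAGT1 copies, which the paper calls identical, argue against such removal there, and reads may have been counted at every copy. Genes with a nearly identical copy, in the same or in the other subgenome, are uncertain to that extent. Same-numbered cultures deviated together across genes with a correlation of 0.259 between glucose and maltose. Between maltose and maltotriose, the correlation was −0.137.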

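On glucose, SeAGT1 was expressed at 6.79 ± 0.796 FPKM (SD, n = 2) in HTSH020, summed over its copies, from 243 and 202 reads. The mean of the copies, a measure chosen after the data were seen, was 2.26 FPKM, and rescaling the libraries gave a sum of 6.52 FPKM. The S. eubayanus maltase genes were at 9.28 ± 0.00915 and 12.8 ± 0.416 FPKM and the S. cerevisiae maltase genes ScMALS1 and ScMALS2 at 2.55 ± 0.110 and 3.27 ± 0.156 FPKM (SD, n = 2). The S. cerevisiae transporter genes ScMALT1 and ScMALT2 were at 15.9 ± 6.28 and 14.5 ± 6.00 FPKM (SD, n = 2). Of the regulator genes of CBC-1, ScMALR1 was expressed on glucose at 8.89 ± 0.305, ScMALR2, joined from a pair of models, at 20.0 ± 1.54 and ScMALR3 at 7.95 ± 1.00 FPKM (SD, n = 2).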

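In maltose-grown HTSH020, SeAGT1 was expressed at 5544 ± 2809 FPKM (SD, n = 2), or 3558 and 7529.7 FPKM in the single cultures. SeMALS1 was at 1015 ± 159.7 FPKM and SeMALS2 at 1493 ± 251 FPKM (SD, n = 2). Relative to glucose, the ratio of means was 816 ± 425 for SeAGT1, 109 ± 17.2 for SeMALS1 and 116 ± 20.0 for SeMALS2 (propagated SD, n = 2). Leaving out each culture in turn gave 524 to 1109 for SeAGT1, 97.1 to 121 for SeMALS1 and 103 to 130.3 for SeMALS2. In each case SeMALS2 was above SeMALS1, and SeAGT1 above both. A pseudocount of 1 FPKM lowered the SeAGT1 ratio to 712. In limma, the log2 fold change of SeAGT1 was 9.38 (standard error 0.31, Benjamini-Hochberg adjusted p = 7.31e-06), and the replicate block gave a Benjamini-Hochberg adjusted p of 2.24e-05. SeMALS1 and SeMALS2 had log2 fold changes of 6.62 and 6.75, both with a Benjamini-Hochberg adjusted p = 1.43e-06 by limma and 7.47e-06 with the replicate block.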

When grown on SM with maltose, *SeAGT1*, *SeMALS1*, and *SeMALS2* were significantly induced, with fold increases of 816, 109, and 116, respectively (Fig. 7B and Table S3). 

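The SeMALT transporter genes of HTSH020 differed in their response to maltose. SeMALT1, present as a single model of 1785 bp, was at 0.627 ± 0.0361 FPKM on glucose from 21 and 19 reads, and at 4.44 ± 0.155 FPKM on maltose from 141 and 188 reads (SD, n = 2), a log2 fold change of 1.74 (standard error 0.15, Benjamini-Hochberg adjusted p = 0.000817 by limma, 0.0023 with the replicate block). SeMALT2, which the annotation divides into a pair of models, rose from 5.48 ± 0.531 to 181 ± 121 FPKM (SD, n = 2), with 96.0 and 267 FPKM in the single maltose cultures. Its log2 fold change was 4.64 (standard error 0.43, Benjamini-Hochberg adjusted p = 0.00116 by limma, 0.00102 with the replicate block). SeMALT3, divided likewise, rose from 13.0 ± 0.0399 to 99.3 ± 48.8 FPKM (SD, n = 2), with a log2 fold change of 2.76 (Benjamini-Hochberg adjusted p = 0.00237 by limma, 0.00239 with the replicate block). On maltotriose, the order changed. SeMALT1 reached 33.1 ± 2.33 FPKM, SeMALT2 14.4 ± 3.45 FPKM and SeMALT3 35.0 ± 1.63 FPKM (SD, n = 2). The increase of SeMALT1 was 52.8 ± 4.80-fold (propagated SD, n = 2) on maltotriose against 7.07-fold on maltose. For SeMALT2 on maltotriose, the log2 fold change was 1.23 (Benjamini-Hochberg adjusted p = 0.0361 by limma), and it did not pass when limma voom was run on the recovered reads, a test chosen after the data were seen (Benjamini-Hochberg adjusted p = 0.111).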

Although *SeMALT1* and *SeMALT2* were induced, these transporters do not contribute to maltose metabolism due to truncation of their ORFs. These transcriptome data demonstrated that *SeAGT1* and *SeMALS* genes are induced by regulatory cross talk between regulators encoded from the CBC-1 S. cerevisiae subgenome and maltotriose transporter genes harbored by the S. eubayanus genome. This laboratory hybridization experiment may be the closest reproduction yet of how, centuries ago, maltotriose fermentation capacity arose in the first hybrid ancestor of S. pastorianus.

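Of the 16 maltose metabolism genes of both subgenomes, 15 were higher on maltose than on glucose in HTSH020 by limma with a Benjamini-Hochberg adjusted p under 0.05, whether adjusted over 10983 genes or over the list alone, and 15 with the replicate block. Across the other alternatives tried, 14 or 15 were called. Among the S. cerevisiae genes, the maltase genes rose most. ScMALS1, on chromosome 2 of CBC-1 from 827501 to 829051, reached 3468 ± 666 FPKM and ScMALS2, on chromosome 7 from 1053816 to 1055570, 3688 ± 754 FPKM on maltose (SD, n = 2). Their log2 fold changes were 9.92 and 9.74, both with a Benjamini-Hochberg adjusted p = 4.09e-07 by limma and 2.66e-06 with the replicate block. The transporter genes ScMALT1 and ScMALT2 reached 2442 ± 609 and 2455 ± 613 FPKM (SD, n = 2). Their reads were nearly equal in each maltose culture, with 67761 and 67098 in the first and 122816 and 121680 in the second. Reads counted on both genes cannot be excluded, so these levels may not be independent. ScMALR1, beside ScMALT1 and ScMALS1 from 822474 to 823880, rose to 52.9 ± 2.81 FPKM on maltose (SD, n = 2), a log2 fold change of 2.45 (Benjamini-Hochberg adjusted p = 7.73e-05 by limma, 0.000247 with the replicate block). ScMALR2 on chromosome 7 rose to 40.2 ± 2.68 FPKM (SD, n = 2), a log2 fold change of 0.97 (Benjamini-Hochberg adjusted p = 0.00632 by limma, 0.0146 with the replicate block). ScMALR2 joins a pair of models that responded differently. The model of 1233 bp went from 35.4 and 31.7 FPKM on glucose to 52.5 and 55.0 on maltose. That of 917 bp went from 1.94 and 1.73 to 19.2 and 24.6 FPKM. On maltotriose the former was at 25.2 and 26.0 and the latter at 3.03 and 2.26 FPKM. The joined value describes neither model. ScMALR3, on chromosome 16 from 908903 to 910135, was at 6.90 ± 1.30 FPKM on maltose (SD, n = 2) and did not differ from glucose (log2 fold change −0.19, Benjamini-Hochberg adjusted p = 0.509 by limma, 0.555 with the replicate block). The S. eubayanus regulator genes also rose, SeMALR1 to 32.6 ± 5.55, SeMALR2 to 32.1 ± 16.2 and SeMALR3 to 18.9 ± 14.9 FPKM (SD, n = 2).
On maltotriose, 14 of the 16 genes were higher than on glucose under both adjustments and with the replicate block, the exceptions being ScMALR2 and ScMALR3. SeAGT1 was at 1055 ± 96.8 FPKM, a 155 ± 23.1-fold increase over glucose, SeMALS1 at 83.5 ± 5.64 FPKM and SeMALS2 at 80.1 ± 0.595 FPKM (SD, n = 2). For these 3 genes the maltotriose level lay below the maltose level in every culture. The S. cerevisiae maltases were at 501 ± 2.12 and 452 ± 20.6 FPKM (SD, n = 2). From the induction of SeAGT1 and the SeMALS genes in the hybrid, the paper concludes that the regulators encoded by CBC-1 activate the S. eubayanus genes through cross talk between the subgenomes.

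**Figure D3:**
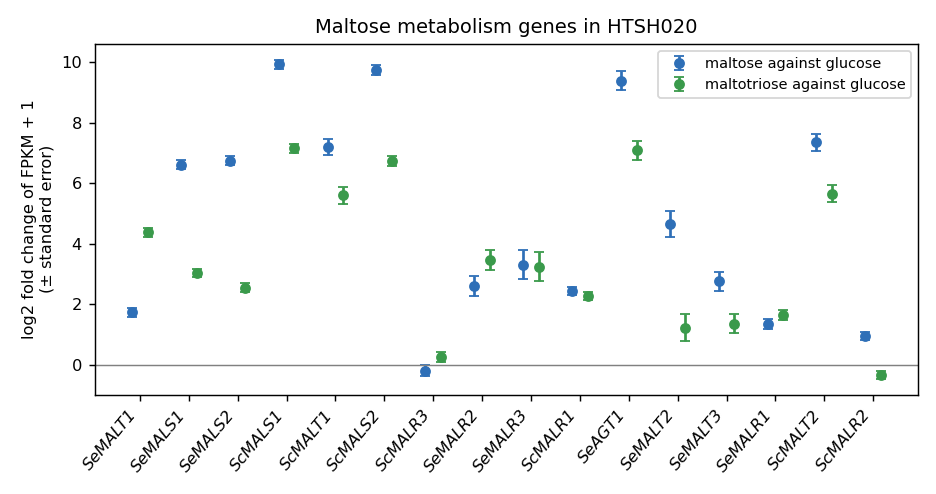
Change of the 16 maltose metabolism genes of both subgenomes in HTSH020 on maltose (blue) and maltotriose (green) against glucose, as the log2 fold change of FPKM + 1 (vertical axis) with its standard error from limma as bars, n = 2 cultures per group. ScMALS1 changes most on maltose, by 9.92, SeMALT1 changes more on maltotriose (4.39) than on maltose (1.74), and ScMALR3 stays near 0.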

## DISCUSSION

The ability to consume maltose and maltotriose represents a key performance indicator of S. pastorianus lager brewing strains (10). This study demonstrates how mating of S. cerevisiae and S. eubayanus strains that cannot themselves ferment maltotriose can yield maltotriose-fermenting hybrids. This laboratory study illustrates how, centuries ago, maltotriose fermentation capacity may have arisen in the first hybrid ancestor of S. pastorianus.

While the origin of the S. eubayanus parent of S. pastorianus strains is still under debate (46–48), phylogenetic analysis suggested a Far East Asian origin (35). However, this interpretation was based on a limited sequencing space and was constrained by the quality of available sequence assemblies. Since an ortholog of *SeAGT1* had previously been found only in the S. eubayanus subgenome of S. pastorianus strains, this finding revived the discussion on the geographical origin of the ancestral S. eubayanus parent (14). The high-quality, annotated genome assemblies of the Himalayan S. eubayanus strains CDFM21L.1 and ABFM5L.1 presented in the present study revealed several copies of *SeAGT1*, whose very high sequence identity with S. pastorianus *SeAGT1* is consistent with the previously proposed Asian origin of the S. eubayanus subgenome of S. pastorianus (14, 35, 36). Next, genome sequence comparison of the Patagonian B subclade S. eubayanus strain CBS 12357^T^ and the Holarctic subclade strain CDFM21L.1 revealed homoplasy of *SeAGT1*, probably reflecting that these subclades evolved in different ecological niches. The variation in genes encoding iron transport facilitators between the Patagonian and Himalayan S. eubayanus lineages further supports this idea of a difference of the natural habitat of these yeasts. The abundance of these transporters in CBS 12357^T^ could indicate a lower iron concentration in the environment of Patagonian S. eubayanus, therefore requiring a higher transport capacity to sustain sufficient intake. It could also indicate the presence of other organisms competing for this essential trace element in its ecosystem.

The S. eubayanus wild stock whose genome sequence most closely corresponds to the S. eubayanus subgenome of S. pastorianus originates from the Tibetan plateau of the Himalayas (35). However, the first S. cerevisiae × S. eubayanus hybrid, from which current lager yeasts evolved by centuries of domestication, likely originates from a region between Bavaria and Bohemia in Central Europe. So far, European S. eubayanus isolates have not been reported. This may indicate that the original hybridization event occurred elsewhere or that the ancestral European lineage became extinct. The recent detection, in a metagenomics analysis of samples from the Italian Alps, of internal transcribed spacer 1 (ITS1) sequences corresponding to S. eubayanus could indicate that a wild European lineage exists after all (49).

Functional characterization by heterologous complementation of an S. cerevisiae mutant strain established that the *Se*Agt1 transporters from the Himalayan S. eubayanus strains CDFM21L.1 and ABFM5L supported uptake of maltose and maltotriose. After it was shown that these strains also encoded a functional maltase gene, their inability to grow on maltose and maltotriose was attributed to an inability to transcriptionally upregulate maltose metabolism genes likely caused by regulator loss of function. In S. cerevisiae and, to some extent, in S. eubayanus strains of the Patagonian B subclade such as CBS 12357^T^ (13, 24, 50), MAL loci exhibit a specific organization in which a transporter (*MALT*) and a hydrolase (*MALS*) gene are expressed from the same bidirectional promoter and are located adjacent to a regulator gene (*MALR*) (19). In contrast, of the seven genomic regions harboring *MAL* genes in the two Asian S. eubayanus strains, none showed this canonical organization (Fig. 2), and the subtelomeric regions carrying *SeAGT1* did not harbor sequences similar to hydrolase or regulator genes. Subtelomeric regions harboring the other *MAL* genes indicated intensive reorganization as a result of recombination. In particular, subtelomeric regions on ChrII, ChrV, and ChrXII provide clear indications for recombination events that scattered genes from ancestral MAL1 and MAL2 loci over several chromosomes. A similar interpretation could explain the reorganization MAL3 on ChrXIII (Fig. 2). Similar events may have contributed to loss of function of the MAL regulators (MalR), as exemplified by the occurrence of a nonsynonymous mutation in S*eMALR1* resulting in loss of function. These rearrangements did not, however, inactivate the *cis*-regulatory sequences of the *MAL* genes since complementation with a functional *ScMAL13* allele caused induction of most *SeMAL* genes (Fig. 6 and 7B) and, thereby, the heterotic maltotriose-positive phenotype of the hybrid strain HTSH020. Together with the high copy number of *SeAGT1*, this heterotic complementation may have been the main driver for colonization of low-temperature brewing processes by the early hybrid ancestors of current S. pastorianus strains.

Recent work on adaptation to brewing environments of laboratory S. cerevisiae × S. eubayanus hybrids showed loss of maltotriose utilization during serial transfer in wort (34). A similar loss of maltotriose utilization is frequently encountered in S. cerevisiae ale strains (52), as well as in some Saaz-type S. pastorianus strains (53). This is thus in contrast with retention of a maltotriose assimilation phenotype by Frohberg-type S. pastorianus strains. This may have been facilitated by the occurrence of multiple copies of the *SeAGT1* gene in the S. eubayanus ancestor, which could act as a sequence buffer to counteracting adverse effects of gene copy loss. The recent release of the first long-read sequencing assembly of S. pastorianus enabled a precise chromosomal mapping of the maltose metabolism genes (54) and showed that the Frohberg-type S. pastorianus strain CBS 1483 harbored one copy of *SeAGT1* on the S. eubayanus ChrXV section (as in CDFM21L.1) of the chimeric chromosome formed from S. eubayanus ChrXV (*Se*ChrXV) and *Se*ChrVIII (54).

Differential retention and loss of maltotriose consumption in S. pastorianus lineages may reflect different brewing process conditions during domestication. In modern brewing processes based on high-gravity wort, cell division is largely constrained to the glucose and maltose phases, which occur before depletion of nitrogen sources (55). It may be envisaged that, in early lager brewing processes, nonstandardized mashing processes generated wort with a higher maltotriose content, which would have allowed for continued yeast growth during the maltotriose consumption phase. During serial transfer on sugar mixtures, the selective advantage of consuming a specific sugar from a mixture correlates with the number of generations on that sugar during each cycle (56, 57). Such conditions would therefore have conferred a significant selective advantage to a maltotriose-assimilating S. cerevisiae × S. eubayanus hybrid, especially if, similar to current ale yeasts, the S. cerevisiae parent was unable to ferment maltotriose.

The heterotic phenotype that was reconstructed in the interspecies S. cerevisiae × S. eubayanus hybrid HTSH020 resulted from combination of dominant and recessive genetic variations from both parental genomes. S. eubayanus contributed the *SeAGT1* gene and its functional *cis*-regulatory sequences but also harbored recessive mutations in *MALR* genes that allowed full expression of the heterotic phenotype. These mutations were complemented with a set of S. cerevisiae genes including a functional *MALR* and an absence of the *ScAGT1* gene to match the mutations found in S. pastorianus (2). Although some S. pastorianus strains harbor an additional maltotriose transporter encoded by *SpMTT1* (28), this gene was recently proposed to have emerged after the original hybridization event as a result of repeated recombination between *MALT* genes from both subgenomes (32). It is worthwhile mentioning that this hypothesis would also stand if the parental S. cerevisiae was carrying a functional *AGT1* gene, as do about 60% of S. cerevisiae (ale) strains (52). The gene could have been mutagenized and lost its function through domestication (34).

Maltotriose fermentation is likely not the only heterotic phenotype of S. pastorianus strains. Flocculation and formation of complex aroma profiles (26, 58) are phenotypes that are not fully understood and difficult to reproduce and also might result from heterosis (34).

Laboratory-made S. cerevisiae × S. eubayanus hybrids hold great potential for brewing process intensification and for increasing product diversity. In addition to increasing our understanding of the evolutionary history of lager yeast genomes, this study has implications for the design of new hybrids. Hitherto, laboratory crosses of S. cerevisiae × S. eubayanus strains were designed based on a combination of dominant traits of the parental strains. Our results show that recessive traits can be just as important as contributors to the genetic diversity of such hybrids.

## MATERIALS AND METHODS

### Strains and maintenance.

All strains used in this study are listed in Table 1. Stock cultures of S. eubayanus and S. cerevisiae strains were grown in YPD medium (10 g liter^−1^ yeast extract, 20 g liter^−1^ peptone, and 20 g liter^−1^ glucose) until late exponential phase, complemented with sterile glycerol to a final concentration of 30% (vol/vol) and stored at –80°C as 1-ml aliquots until further use.

**TABLE 1:** *Saccharomyces* strains used in this study

Name	Species	Relevant genotype^*a*^	Source or reference
CDFM21L.1	S. eubayanus	Wild type, Mal^−^ Mtt^−^	35
ABFM5L.1	S. eubayanus	Wild type, Mal^−^ Mtt^−^	35
CBS 12357	S. eubayanus	Wild type, Mal^+^ Mtt^−^	1; Westerdijk Institute^*c*^
CBS 1483	S. pastorianus	Wild type, Mal^+^ Mtt^+^	Westerdijk Institute
CEN.PK113-7D	S. cerevisiae	*MAT***a** *MAL1x MAL2x MAL3x MAL4x MAL2-8C SUC2 LEU2 URA3*	84
IMZ616	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mp2/3hΔ suc2Δ ima1Δ ima2*Δ *ima3Δ ima4Δ ima5Δ* pUDC156 (*Spcas9 URA3 ARS4 CEN6*)	41
IMX1365	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mph2/3Δ suc2Δ ima1Δ ima2Δ ima3Δ ima4Δ ima5Δ* pUDC156 (*URA3 cas9*) *sga1Δ*::*ScTDH3_p_-ScMAL12-ScADH1_t_ ScTEF1_p-_ScAGT1-ScCYC1_t_*	13
IMX1702	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mph2/3Δ suc2Δ ima1Δ ima2Δ ima3Δ ima4Δ ima5Δ* pUDC156 (*URA3 cas9*) *sga1Δ*::*ScTDH3_p_-ScMAL12-ScADH1_t_ ScTEF1_p_-SeMALT1-ScCYC1_t_*	This study
IMX1704	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mph2/3Δ suc2Δ ima1Δ ima2Δ ima3Δ ima4Δ ima5Δ* pUDC156 (*URA3 cas9*) *sga1Δ*::*ScTDH3_p_-ScMAL12-ScADH1_t_ ScTEF1_p_-SeMALT2-ScCYC1_t_*	This study
IMX1706	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mph2/3Δ suc2Δ ima1Δ ima2Δ ima3Δ ima4Δ ima5Δ* pUDC156 (*URA3 cas9*) *sga1Δ*::*ScTDH3_p_-ScMAL12-ScADH1_t_ ScTEF1_p_-SeMALT3-ScCYC1_t_*	This study
IMX 1708	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mph2/3Δ suc2Δ ima1Δ ima2Δ ima3Δ ima4Δ ima5Δ* pUDC156 (*URA3 cas9*) *sga1Δ*::*ScTDH3_p_-ScMAL12-ScADH1_t_ ScTEF1_p_-SeAGT1-ScCYC1_t_*	This study
IMX1313	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mph2/3Δ suc2Δ ima1Δ ima2Δ ima3Δ ima4Δ ima5Δ* sga1*Δ*::*ScTEF1_p_-ScMAL31-ScCYC1_t_* pUDC156 (*URA3 cas9*)	This study
IMX1313Δ	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mph2/3Δ suc2Δ ima1Δ ima2Δ ima3Δ ima4Δ ima5Δ* sga1*Δ*::*ScTEF1_p_-ScMAL31-ScCYC1_t_*	This study
IMZ752	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mph2/3Δ suc2Δ ima1Δ ima2Δ ima3Δ ima4Δ ima5Δ* sga1*Δ*::*ScTEF1_p_-ScMAL31-ScCYC1_t_* pUDE843 (*ori* [ColE1] *bla* 2μ *ScTDH3_p_-SeMALS1-ScADH1_t_ URA3*)	This study
IMZ753	S. cerevisiae	*MAT***a** *ura3-52 LEU2 MAL2-8C malΔ mph2/3Δ suc2Δ ima1Δ ima2Δ ima3Δ ima4Δ ima5Δ* sga1*Δ*::*ScTEF1_p_-ScMAL31-ScCYC1_t_* pUDE844 (*ori* [ColE1] *bla* 2μ *ScTDH3_p_-SeMALS2-ScADH1_t_ URA3*)	This study
IMK820^*b*^	S. eubayanus	*MAT***a***/MATα Semalt1Δ*/*Semalt1Δ*	This study
IMK823^*b*^	S. eubayanus	*MAT***a***/MATα Seagt1Δ*/*Seagt1Δ* (X3)	This study
IMX1939^*b*^	S. eubayanus	*MAT***a***/MATα Semalt1Δ*/*Semalt1Δ Sesga1Δ*::*ScMAL13*/*Sesga1Δ*::*ScMAL1*3	This study
IMX1940^*b*^	S. eubayanus	*MAT***a***/MATα Seagt1*Δ/*Seagt1*Δ *Sesga1Δ*::*ScMAL13*/*Sesga1Δ*::*ScMAL13*	This study
IMX1762^*b*^	S. eubayanus	*MAT***a***/MATα Sesga1Δ*::*ScMAL12*/*Sesga1Δ*::*ScMAL12*	This study
IMX1765^*b*^	S. eubayanus	*MAT***a***/MATα Sesga1Δ*::*ScMAL13*/*Sesga1Δ*::*ScMAL13*	This study
CBC-1	S. cerevisiae	*MAT***a***/MATα* Mal^+^ Mtt^−^	Lallemand
HTSH020	S. cerevisiae × S. eubayanus	*MAT***a***/MATα* Mal^+^ Mtt^+^	This study

a The abbreviation *malΔ* indicates *mal11-mal12*::*loxP mal21-mal22*::*loxP mal31-32*::*loxP*. Mal and Mtt denote the maltose and maltotriose phenotype, respectively.

b Direct derivatives of the wild-type S. eubayanus strain CDFM21L.1.

*^c^*Westerdijk Fungal Biodiversity Institute (www.westerdijkinstitute.nl/).

### Media and cultivation.

S. eubayanus batch cultures were grown on synthetic medium (SM) containing 3.0 g liter^−1^ KH_2_PO_4_, 5.0 g liter^−1^ (NH_4_)_2_SO_4_, 0.5 g liter^−1^ MgSO_4_·7H_2_O, 1 ml liter^−1^ trace element solution, and 1 ml liter^−1^ vitamin solution (59). The pH was set to 6.0 with 2 M KOH prior to autoclaving at 120°C for 20 min. Vitamin solutions were sterilized by filtration and added to the sterile medium. Concentrated sugar solutions were autoclaved at 110°C for 20 min or filter sterilized and added to the sterile flasks to give a final concentration of 20 g liter^−1^ glucose (SMG), maltose (SMM), or maltotriose (SMMt). With the exception of IMZ752 and IMZ753, S. cerevisiae batch cultures were grown on SM supplemented with 150 mg liter^−1^ uracil (60) to compensate for loss of plasmid pUDC156 (Table 2) that carried the *Spcas9* endonuclease gene and supplemented with 20 g liter^−1^ glucose (SM_u_G), maltose (SM_u_M), or maltotriose (SM_u_Mt). All batch cultures were grown in 250-ml shake flasks with a working volume of 50 ml. The cultures were inoculated at an initial OD_660_ of 0.1 and incubated under an air atmosphere and shaken at 200 rpm and at 20°C in a New Brunswick Innova 44 incubator (Eppendorf Nederland B.V., Nijmegen, The Netherlands).

**TABLE 2:** Plasmids used in this study

Plasmid	Relevant genotype	Source or reference
p426-TEF-amdS	*ori* (ColE1) *bla* 2μ amdSYM *TEF1_p_-CYC1_t_*	62
pUD444	*ori* (ColE1) *bla* 2μ amdSYM *ScTEF1_p_-ScMAL31-ScCYC1_t_*	This study
pUD794	*ori* (ColE1) *bla* 2μ amdSYM *ScTEF1_p_-SeMALT1-ScCYC1_t_*	This study
pUD795	*ori* (ColE1) *bla* 2μ amdSYM *ScTEF1_p_-SeMALT2-ScCYC1_t_*	This study
pUD796	*ori* (ColE1) *bla* 2μ amdSYM *ScTEF1_p_-SeMALT3-ScCYC1_t_*	This study
pUD797	*ori* (ColE1) *bla* 2μ amdSYM *ScTEF1_p_-SeAGT1-ScCYC1_t_*	This study
pUDE044	*ori* (ColE1) *bla* 2μ *ScTDH3_p_-ScMAL12-ScADH1_t_ URA3*	63
pUDE843	*ori* (ColE1) *bla* 2μ *ScTDH3_p_-SeMALS1-ScADH1_t_ URA3*	This study
pUDE844	*ori* (ColE1) *bla* 2μ *ScTDH3_p_-SeMALS2-ScADH1_t_ URA3*	This study
pUDE780	*ori* (ColE1) *bla* 2μ *ScPGK1_p_-ScMAL13-ScTEF2_t_ URA3*	This study
pUDP002	*ori* (ColE1) *bla* panARSopt *Hyg ScTDH3_p_*-BsaI-BsaI-*ScCYC1_t_ AaTEF1_p_-Spcas9*^D147Y P411T^-*ScPHO5_t_*	66
pUDP004	*ori* (ColE1) *bla* panARSopt amdSYM *ScTDH3_p_*-BsaI-BsaI-Sc*CYC1_t_ AaTEF1_p_-Spcas9*^D147Y P411T^-*ScPHO5_t_*	44
pUDP052	*ori* (ColE1) *bla* panARSopt amdSYM *ScTDH3_p_*-gRNA*_SGA1_-ScCYC1_t_ AaTEF1_p_-Sp*cas9^D147Y P411T^-*ScPHO5_t_*	13
pUDP091	*ori* (ColE1) *bla* panARSopt amdSYM *ScTDH3_p_*-gRNA*_SeMALT1_-ScCYC1_t_ AaTEF1_p_-Sp*cas9^D147Y P411T^-*ScPHO5_t_*	This study
pUDP090	*ori* (ColE1) *bla* panARSopt amdSYM *ScTDH3_p_*-gRNA*_SeAGT1_-ScCYC1_t_ AaTEF1_p_-Sp*cas9^D147Y P411T^-*ScPHO5_t_*	This study
pUDR119	*ori* (ColE1) *bla* 2μ amdSYM *SNR5*2*_p_*_-_gRNA*_ScSGA1_-SUP4_t_*	68
pYTK074	*ori* (ColE1) *cat URA3*	64
pYTK082	*cat* 2μ	64
pYTK083	*ori* (ColE1) *bla*	64
pUD631	*ori* (ColE1) *bla* gRNA*_SeMALT1_*	13
pUD634	*ori* (ColE1) *bla* gRNA*_SeAGT1_*	This study
pUDC156	*ori* (ColE1) *bla ARS4 CEN6 URA3 Spcas9*	41

S. eubayanus strains transformed with plasmid pUDP052 carrying a guide RNA targeting *SeSGA1* [(gRNA*_SeSGA1_*)], pUDP091 (gRNA*_SeMALT1_*), and pUDP090 (gRNA*_SeAGT1_*) were selected on modified SMG medium in which (NH_4_)_2_SO_4_ was replaced by 6.6 g liter^−1^ K_2_SO_4_ and 10 mM acetamide (SM_Ace_G) (61). SM-based solid medium contained 2% Bacto agar (BD Biosciences, Franklin Lakes, NJ). S. cerevisiae strains expressing either *SeMALT*, *SeMALS*, or *ScMALR* were selected on SM_Ace_G. For plasmid propagation, Escherichia coli XL1 Blue-derived strains (Agilent Technologies, Santa Clara, CA) were grown in lysogeny broth (LB) medium (10 g liter^−1^ tryptone, 5 g liter^−1^ yeast extract, 5 g liter^−1^ NaCl) supplied with 100 mg liter^−1^ ampicillin. Synthetic wort medium (SWM) for growth studies contained 14.4 g liter^−1^ glucose, 2.3 g liter^−1^ fructose, 85.9 g liter^−1^ maltose, 26.8 g liter^−1^ maltotriose, 5 g liter^−1^ (NH_4_)_2_SO_4_, 3 g liter^−1^ KH_2_PO_4_, 0.5 g liter^−1^ MgSO_4_·7H_2_O, 1 ml liter^−1^ trace element solution, and 1 ml liter^−1^ vitamin solution, supplemented with the anaerobic growth factors ergosterol and Tween 80 (0.01 g liter^−1^ and 0.42 g liter^−1^ respectively), as previously described (59).

Industrial wort (containing 14.4 g liter^−1^ glucose, 85.9 g liter^−1^ maltose, 26.8 g liter^−1^ maltotriose, 2.3 g liter^−1^ fructose, and 269 mg liter^−1^ free amino nitrogen [FAN]) was provided by Heineken Supply Chain B.V. (Zoeterwoude, The Netherlands). The wort was supplemented with 1.5 mg liter^−1^ of Zn^2+^ by addition of ZnSO_4_·7H_2_O, autoclaved for 30 min at 121°C, filtered using Nalgene 0.2-μm-pore size surfactant-free cellulose acetate (SFCA) bottle-top filters (Thermo Scientific), and diluted with sterile demineralized water. Sporulation medium consisted of 2% (wt/vol) potassium acetate (KAc) in MilliQ water set to pH 7.0 with KOH, autoclaved at 121°C for 20 min.

### Microaerobic growth experiments.

Microaerobic cultures were grown in 250-ml airlock-capped Neubor infusion bottles (38-mm neck; Dijkstra, Lelystad, The Netherlands) containing 200 ml of 3-fold-diluted industrial wort supplemented with 0.4 ml liter^−1^ pluronic antifoam (Sigma-Aldrich, St. Louis, MO). Bottle caps were equipped with a 0.5- by 16-mm Microlance needle (BD Biosciences) and sealed with cotton to prevent pressure buildup. Sampling was performed aseptically with 3.5-ml syringes using an 0.8- by 50-mm Microlance needle (BD Biosciences). Microaerobic cultures were inoculated at an OD_660_ of 0.1 from stationary-phase precultures in 50 ml of Bio-One Cellstar Cellreactor tubes (Sigma-Aldrich) containing 30 ml of the same medium and grown for 4 days at 12°C. Bottles were incubated at 12°C and shaken at 200 rpm in a New Brunswick Innova 43/43R shaker (Eppendorf Nederland B.V.). At regular intervals, 3.5-ml samples were collected in deep 24-well plates (EnzyScreen BV, Heemstede, The Netherlands) using a LiHa liquid handler (Tecan, Männedorf, Switzerland) to measure the OD_660_ and external metabolites. Thirty microliters of each sample was diluted 5-fold in demineralized water in a 96-well plate, and the OD_660_ was measured with a Magellan Infinite 200 Pro spectrophotometer (Tecan). From the remaining sample, 150 μl was vacuum filter sterilized using 0.2-μm-pore-size multiscreen filter plates (Merck, Darmstadt, Germany) for high-pressure liquid chromatography (HPLC) measurements.

### Analytical methods.

Optical densities of yeast cultures were measured with a Libra S11 spectrophotometer (Biochrom, Cambridge, United Kingdom) at a wavelength of 660 nm. Biomass dry weight was measured by filtering 10-ml culture samples over preweighed nitrocellulose filters with a pore size of 0.45 μm. Filters were washed with 10 ml of water, dried in a microwave oven (20 min at 350 W), and reweighed. Sugars were measured using an Agilent Infinity 1260 series high-pressure liquid chromatograph (Agilent Technologies) using a Bio-Rad Aminex HPX-87H column at 65°C with 5 mM sulfuric acid at a flow rate of 0.8 ml min^−1^. Compounds were measured using a refractive index detector (RID) at 35°C. Samples were centrifuged at 13,000 × *g* for 5 min to collect supernatant or filter sterilized with a 0.2-μm-pore-size filter before analysis.

### Plasmid construction.

Plasmids used and constructed in this study are listed in Table 2, and oligonucleotide primers used in this study are listed in Table 3. Coding regions of *SeMALT1*, *SeMALT2*, *SeMALT3*, and *SeAGT1* were amplified from CDFM21L.1 genomic DNA with Phusion High-Fidelity DNA polymerase (Thermo Scientific), according to the supplier’s instructions, with the primers pairs 12355/12356, 12357/12358, 12359/12360, and 12361/12362, respectively. The coding sequence of *ScMAL31* was amplified from CEN.PK113-7D genomic DNA with Phusion High-Fidelity DNA polymerase (Thermo Scientific), according to the supplier’s instructions, with the primer pair 9942/9943. Each primer carried a 40-bp extension complementary to the plasmid backbone of p426-TEF-amdS (62), which was PCR amplified using Phusion High-Fidelity DNA polymerase (Thermo Scientific) and the primer pair 7812/5921. Each transporter fragment was assembled with the p426-TEF-amdS backbone fragment using NEBuilder HiFi DNA Assembly (New England Biolabs, Ipswich, MA), resulting in plasmids pUD444 (*ScMAL31*), pUD794 (*SeMALT1*), pUD795 (*SeMALT2*), pUD796 (*SeMALT3*), and pUD797 (*SeAGT1*). All plasmids were verified for correct assembly by Sanger sequencing (Baseclear, Leiden, The Netherlands).

**TABLE 3:** Primers used in this study

Primer	Sequence (5′–3′)	Purpose
12355	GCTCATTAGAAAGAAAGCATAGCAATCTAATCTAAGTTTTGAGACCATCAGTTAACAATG	Amplification of *SeMALT1*
12356	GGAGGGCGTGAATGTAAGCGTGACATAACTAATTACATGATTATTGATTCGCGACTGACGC	Amplification of *SeMALT1*
12357	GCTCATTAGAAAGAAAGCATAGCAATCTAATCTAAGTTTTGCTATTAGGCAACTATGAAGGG	Amplification of *SeMALT2*
12358	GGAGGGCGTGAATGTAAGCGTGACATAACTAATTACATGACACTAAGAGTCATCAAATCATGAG	Amplification of *SeMALT2*
12359	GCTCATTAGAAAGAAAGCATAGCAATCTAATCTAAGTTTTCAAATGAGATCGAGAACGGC	Amplification of *SeMALT3*
12360	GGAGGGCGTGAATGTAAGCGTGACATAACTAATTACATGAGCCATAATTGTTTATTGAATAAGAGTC	Amplification of *SeMALT3*
12361	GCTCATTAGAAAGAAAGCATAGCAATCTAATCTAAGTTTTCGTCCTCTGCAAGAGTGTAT	Amplification of *SeAGT1*
12362	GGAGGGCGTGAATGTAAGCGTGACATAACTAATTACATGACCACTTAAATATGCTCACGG	Amplification of *SeAGT1*
14451	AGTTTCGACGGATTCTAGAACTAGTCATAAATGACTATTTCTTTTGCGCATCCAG	Amplification of SeMAL12_chr2
14452	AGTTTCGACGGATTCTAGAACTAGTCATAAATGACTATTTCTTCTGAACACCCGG	Amplification of SeMAL12_chr12
14453	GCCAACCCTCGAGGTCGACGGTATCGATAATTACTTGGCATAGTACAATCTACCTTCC	Amplification of *SeMAL12*
9942	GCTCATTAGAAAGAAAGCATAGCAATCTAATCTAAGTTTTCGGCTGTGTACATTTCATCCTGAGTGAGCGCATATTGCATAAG	Amplification of *ScMAL31*
9943	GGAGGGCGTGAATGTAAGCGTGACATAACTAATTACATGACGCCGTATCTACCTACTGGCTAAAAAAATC	Amplification of *ScMAL31*
5921	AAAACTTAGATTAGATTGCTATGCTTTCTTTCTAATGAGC	Amplification of p426-TEF-amdS backbone
7812	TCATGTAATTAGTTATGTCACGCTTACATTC	Amplification of p426-TEF-amdS backbone
14449	TTATCGATACCGTCGACCTC	Amplification of pUDE044 backbone
14450	TTATGACTAGTTCTAGAATCCGTCG	Amplification of pUDE044 backbone
9421	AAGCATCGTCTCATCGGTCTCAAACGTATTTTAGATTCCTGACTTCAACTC	Amplification of Sc-pPKG1
9422	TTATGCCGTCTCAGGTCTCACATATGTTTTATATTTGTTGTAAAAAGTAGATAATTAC	Amplification of Sc-pPKG1
10884	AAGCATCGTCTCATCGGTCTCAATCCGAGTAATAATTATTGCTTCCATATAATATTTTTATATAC	Amplification of Sc-TEF2t
10885	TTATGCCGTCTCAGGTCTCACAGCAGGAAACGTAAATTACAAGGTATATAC	Amplification of Sc-TEF2t
12915	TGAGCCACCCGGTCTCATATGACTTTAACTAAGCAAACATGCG	Amplification of *ScMAL13*
12916	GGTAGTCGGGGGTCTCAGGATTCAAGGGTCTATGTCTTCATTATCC	Amplification of *ScMAL13*
9036	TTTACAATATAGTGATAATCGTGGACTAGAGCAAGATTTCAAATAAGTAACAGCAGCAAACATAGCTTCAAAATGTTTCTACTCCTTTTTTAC	Integration in *ScSGA1*
9039	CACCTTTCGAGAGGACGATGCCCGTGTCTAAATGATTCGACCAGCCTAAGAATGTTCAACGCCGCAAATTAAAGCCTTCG	Integration in *ScSGA1* with maltase
11018	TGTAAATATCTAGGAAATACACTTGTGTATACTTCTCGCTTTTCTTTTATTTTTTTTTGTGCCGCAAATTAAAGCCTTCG	Integration in *ScSGA1* without maltase
11320	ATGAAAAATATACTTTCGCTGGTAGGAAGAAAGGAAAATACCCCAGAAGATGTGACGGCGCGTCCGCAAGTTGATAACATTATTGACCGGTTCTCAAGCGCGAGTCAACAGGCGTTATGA	Repair fragment AS2.4948 Δ*AGT1* (+)
11321	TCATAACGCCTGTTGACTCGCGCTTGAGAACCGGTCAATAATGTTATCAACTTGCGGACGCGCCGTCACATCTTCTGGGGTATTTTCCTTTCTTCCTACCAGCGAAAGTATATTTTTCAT	Repair fragment AS2.4948 Δ*AGT1* (−)
12442	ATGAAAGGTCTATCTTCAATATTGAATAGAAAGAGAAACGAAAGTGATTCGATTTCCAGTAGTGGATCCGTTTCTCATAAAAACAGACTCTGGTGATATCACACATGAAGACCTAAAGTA	Repair fragment AS2.4948 Δ*MALT1* (+)
12443	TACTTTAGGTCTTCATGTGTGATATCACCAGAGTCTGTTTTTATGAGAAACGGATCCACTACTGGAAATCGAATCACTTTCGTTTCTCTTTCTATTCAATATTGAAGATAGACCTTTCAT	Repair fragment AS2.4948 Δ*MALT1* (−)
11671	AGGTTCCTGGGCAGTGAAGC	Diagnostic out-out^*a*^ *SeumalT1*Δ
11672	AGGTCCAAGTCCTCTGTAAG	Diagnostic out-out *SeumalT1*Δ
12273	CATGTCGCACAGATTAGAGG	Diagnostic PCR Δ*agt1*
12274	TCGACCAAGAAGGTACTGAG	Diagnostic PCR Δ*agt1*
12917	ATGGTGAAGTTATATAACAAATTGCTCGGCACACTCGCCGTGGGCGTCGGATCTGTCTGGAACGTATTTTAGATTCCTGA	Integration on *PGK1_p_-ScMAL13-TEF2_t_* in *SeSGA1*
12918	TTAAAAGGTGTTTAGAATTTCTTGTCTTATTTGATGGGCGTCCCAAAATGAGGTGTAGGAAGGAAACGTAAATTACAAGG	Integration on *PGK1_p_-ScMAL13-TEF2_t_* in *SeSGA1*
12319	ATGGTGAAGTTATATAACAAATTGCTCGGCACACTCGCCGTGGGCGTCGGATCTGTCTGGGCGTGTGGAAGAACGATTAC	Integration on *TDH_p_-ScMAL12-ADH1_t_* in *SeSGA1*
12320	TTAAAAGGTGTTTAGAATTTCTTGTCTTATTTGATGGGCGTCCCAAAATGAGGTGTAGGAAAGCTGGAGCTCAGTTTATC	Integration on *TDH_p_-ScMAL12-ADH1_t_* in *SeSGA1*
12635	CACGAACCATGTCCGTGTAG	Diagnostic out-out *SeAGT1*
12636	GTTGGACGTTCCGGCATAGC	Diagnostic out-out *SeAGT1*
4224	TTGATGTAAATATCTAGGAAATACACTTG	Diagnostic out-out *ScAGT1*
4226	ACTCGTACAAGGTGCTTTTAACTTG	Diagnostic out-out *ScAGT1*
8570	GCGCTTTACATTCAGATCCCGAG	Diagnostic S. cerevisiae F
8571	TAAGTTGGTTGTCAGCAAGATTG	Diagnostic S. cerevisiae R
8572	GTCCCTGTACCAATTTAATATTGCGC	Diagnostic S. eubayanus F
8573	TTTCACATCTCTTAGTCTTTTCCAGACG	Diagnostic S. eubayanus F
3289	CATACGTTGAAACTACGGCAAAGG	Diagnostic out-out gRNA
7236	CGGTTAGAGCGGATGTGGGG	Diagnostic out-out gRNA
901	CTGCTGTAACCCGTACATGC	Diagnostic out-out gRNA
15866	GGCTTGGAATATTTTGTGCG	Diagnostic out-in MALR02/07/16
15867	CATTGTGATGAGGGTCCTAG	Diagnostic out-in MALR02/07
15868	CTCACCATCTTCGTTTAACATC	Diagnostic out-in MALR16

a “out-out” refers to the position of the primers located outside the open reading frame targeted by the gRNA.

*SeMALS1* and *SeMALS2* were amplified from CDFM21L.1 genomic DNA with Phusion High-Fidelity DNA polymerase (Thermo Scientific), with the primers pairs 14451/14453 and 14452/14453, respectively. Each primer pair carried a 30-bp extension complimentary to the plasmid backbone of pUDE044 (63), which was PCR amplified using Phusion High-Fidelity DNA polymerase (Thermo Scientific) and the primer pair 14449/14450. Resulting amplicons were assembled using NEBuilder HiFi DNA Assembly (New England Biolabs), resulting in plasmids pUDE843 (*SeMALS1*) and pUDE844 (*SeMALS2*) that were verified by Sanger sequencing (Baseclear).

S. cerevisiae *ScMAL13*, the *ScPGK1* promoter (*ScPGK1_p_*), and the *ScTEF2* terminator (*ScTEF2_t_*) were amplified from CEN.PK113-7D genomic DNA with Phusion High-Fidelity DNA polymerase (Thermo Scientific), with the primer pairs 12915/12916, 9421/9422, and 10884/10885, respectively. Fragments were gel purified and used with pYTK074, pYTK082, and pYTK083 in Golden Gate assembly according to the yeast toolkit protocol (64), resulting in pUDE780, which was verified by Sanger sequencing (Baseclear).

Guide RNA (gRNA) sequences for deletion of *SeMALT1* and *SeAGT1* in CDFM21L.1 were designed as described previously (44). The DNA sequences encoding these gRNAs were synthesized at GeneArt (Thermo Scientific) and were delivered in pUD631 and pUD634, respectively. The gRNA spacer sequences (*SeMALT1*, 5′-CCCCGATATTCTTTACACTA-3′; *SeAGT1*, 5′- AGCTTTGCGAAAATATCCAA-3′) and the structural gRNA sequence were flanked at their 5′ ends by a hammerhead ribozyme (HH) and at their 3′ ends by a hepatitis delta virus ribozyme (HDV) (65). The HH-gRNA-HDV fragment was flanked on both ends with a BsaI site for further cloning (44, 66). Plasmids pUDP091 (gRNA*_SeMALT1_*) and pUDP090 (gRNA*_SeAGT1_*) were constructed by Golden Gate cloning by digesting pUDP004 and the gRNA-carrying plasmid (pUD631 and pUD634, respectively) using BsaI and ligating with T4 ligase (67). Correct assembly was verified by restriction analysis with PdmI (Thermo Scientific) and Sanger sequencing (Baseclear).

### Strain construction.

S. cerevisiae IMZ616, which cannot grow on α-glucosides (41), was used as a host to test functionality of individual S. eubayanus (putative) maltose transporter genes (13). S. cerevisiae IMX1702 was constructed by integrating *ScTDH3_p_-ScMAL12-ScADH1_t_* and *ScTEF1_p_-SeMALT1-ScCYC1_t_* at the *ScSGA1* locus of strain IMZ616. A fragment containing the *ScTDH3_p_-ScMAL12-ScADH1_t_* transcriptional unit was PCR amplified using Phusion High-Fidelity DNA polymerase (Thermo Scientific) from pUDE044 with the primer pair 9596/9355, which included a 5′ extension homologous to the upstream region of the *ScSGA1* locus and an extension homologous to the cotransformed transporter fragment, respectively. The DNA fragment carrying the S. eubayanus *SeMALT1* maltose symporter (*ScTEF1_p_-SeMALT1-ScCYC1_t_*) was PCR amplified from pUD794 using the primer pair 9036/9039, which included a 5′ extension homologous to the cotransformed transporter fragment and an extension homologous to the downstream region of the *ScSGA1* locus, respectively. To facilitate integration in strain IMZ616, the two PCR fragments were cotransformed with plasmid pUDR119 (*amdS*), which expressed a gRNA targeting *ScSGA1* (spacer sequence: 5′-ATTGACCACTGGAATTCTTC-3′) (68). The plasmid and repair fragments were transformed using the LiAc yeast transformation protocol (69), and transformed cells were plated on SM_Ace_G. Correct integration was verified by diagnostic PCR with the primers pair 4226/4224. Strains S. cerevisiae IMX1704, IMX1706, and IMX1708 were constructed following the same principle, but instead of using pUD794 to generate the transporter fragment, pUD795, pUD796, and pUD797 were used to PCR amplify *ScTEF1_p_-SeMALT2-ScCYC1_t_*, *ScTEF1_p_-SeMALT3-ScCYC1_t_*, and *ScTEF1_p_-SeAGT1-ScCYC1_t_* respectively. IMX1313 was constructed in a similar way using only *ScTEF1_p_-ScMAL31-ScCYC1_t_* amplified with the primer pair 9036/11018 which contain 5′ and 3′ extensions homologous to the upstream and downstream regions of the *ScSGA1* locus. Correct integration was verified by diagnostic PCR with the primer pair 4226/4224 (see Fig. S3 in the supplemental material). All PCR-amplified genes were Sanger sequenced (BaseClear). IMX1313 was grown on YPD medium to lose pUDR119 (*URA3*) and pUDC156 (*amdS*). An isolate unable to grown on SMG without uracil and with acetamide was selected and named IMX1313Δ. This strain was able to grow on SMG supplemented with 150 mg liter^−1^ uracil.

To assess functionality of CDFM21L.1 *SeMALS1*, IMX1313Δ was transformed with 100 ng of pUDE843 (*ScTDH3_p_-SeMALS1-ScADH1_t_*) by electroporation (44), resulting in strain IMZ752. Transformants were selected on SMG plates after 5 days of incubation at 20°C and validated by PCR (DreamTaq polymerase; Thermo Scientific) using the primer pair 14454/14455 (Fig. S3). Similarly, functionality of the *SeMALS2* maltase gene of CDFM21L.1 was assessed by transforming IMX1313Δ with pUDE844 (*ScTDH3_p_-SeMALS2-ScADH1_t_*), resulting in strain IMZ753.

S. eubayanus IMK820 (*SemalT1Δ*) was constructed by transforming CDFM21L.1 with 200 ng of pUDP091 and 1 μg of a 120-bp repair fragment obtained by mixing an equimolar amount of primers 12442/12443, as previously described (44). As a control, the same transformation was performed without including the repair DNA fragment. Transformants were selected on SM_Ace_G plates. S. eubayanus IMK823 (*Seagt1Δ*) was constructed similarly, using pUDP090 and the primer pair 11320/11321. Deletion of *SemalT1* was verified by PCR with the primer pair 11671/11672 and Sanger sequencing. The *Seagt1* deletion was verified by PCR using the primer pair 12273/12274 and by Illumina whole-genome sequencing and read alignment to the reference genome of CDFM21L.1.

Strains IMX1765, IMX1939, and IMX1940 were constructed by inserting *ScPGK1_p_-ScMAL13-ScTEF2_t_* at the *SeSGA1* locus of CDFM21L.1, IMK820, and IMK823, respectively. A repair fragment containing *ScPGK1_p_-ScMAL13-ScTEF2_t_* was amplified from pUDE780 with the primer pair 12917/12918. Strains CDFM21L.1, IMK820, and IMK823 were transformed by electroporation by addition of 350 ng of repair fragment and 560 ng of pUDP052 (*amdS*) into the cells as previously described (44). Transformants were plated on SM_Ace_G and incubated at 20°C. IMX1762 was constructed similarly using a repair fragment with *ScTDH3_p_-ScMAL12-ScADH1_t_* amplified from pUDE044 with the primer pair 12319/12320. Strains were verified by PCR using the primer pair 12635/12636 and Sanger sequencing.

### Hybrid construction.

The S. cerevisiae × S. eubayanus hybrid HTSH020 was constructed by spore-to-spore mating. The S. eubayanus strain CDFM21L.1 and the S. cerevisiae strain CBC-1 were grown in 20 ml of YPD medium at 20°C until late exponential phase. Cells were centrifuged for 5 min at 1,000 × *g* and washed twice in demineralized water. Cells were resuspended in 20 ml of sporulation medium and incubated for 64 h at 20°C. Presence of spores was verified by microscopy. Asci were harvested by centrifugation for 5 min at 1,000 × *g*, washed with demineralized water, resuspended in 100 μl of demineralized water containing 100 U/ml of Zymolyase (MP Bio, Santa Ana, CA), and incubated for 10 min at 30°C. Spores were washed and plated on the edge of a YPD agar plate. Spores from the two strains were brought in contact with each other with an MSM System 400 micromanipulator (Singer Instruments, Watchet, United Kingdom). Zygote formation was observed after 6 to 8 h. Emerging colonies were restreaked twice on SM with 2% maltose at 12°C. Successful hybridization was verified by multiplex PCR using DreamTaq DNA polymerase (Thermo Scientific) by amplifying the S. cerevisiae-specific *MEX67* gene with the primer pair 8570/8571 and by amplifying the S. eubayanus-specific gene *SeFSY1* with the primer pair 8572/8573 (Fig. S4), as previously described (70).

### Illumina sequencing.

Genomic DNA of S. eubayanus strains CDFM21L.1 and ABFM5L.1, S. cerevisiae strain CBC-1, and S. cerevisiae × S. eubayanus strain HTSH020 was isolated as previously described (4). Paired-end sequencing (2 by 150 bp) was performed on a 350-bp PCR-free insert library using a HiSeq 2500 system (Illumina, San Diego, CA) by Novogene (HK) Company, Ltd. (Hong Kong, China). Genomic DNA of the strains CBC-1 and HTSH020 was sequenced in-house on a MiSeq sequencer (Illumina) with 300-bp paired-end reads using a PCR-free library preparation.

### MinION long-read sequencing.

For long-read sequencing, a one-dimensional (1D) sequencing library (SQK-LSK108) was prepared for CDFM21L.1 and CBC-1 and loaded onto an FLO-MIN106 (R9.4) flow cell, connected to a MinION Mk1B unit (Oxford Nanopore Technology, Oxford, United Kingdom), according to the manufacturer’s instructions. MinKNOW software (version 1.5.12; Oxford Nanopore Technology) was used for quality control of active pores and for sequencing. Raw files generated by MinKNOW were base called using Albacore (version 1.1.0; Oxford Nanopore Technology). Reads with a minimum length of 1,000 bp were extracted in fastq format. For CDFM21L.1, 841.6 Mb of sequence with an average read length of 4.83 kb was obtained, and for CBC-1 3.04 Gb of sequence with an average read length of 7.27 kb was obtained.

### *De novo* assembly.

*De novo* assembly of the Oxford Nanopore MinION data set was performed using Canu (version 1.4; setting: genomesize = 12m) (71). Assembly correctness was assessed using Pilon (72) and further corrected by polishing of sequencing/assembly errors by aligning Illumina reads with the Burrows-Wheeler Aligner (BWA) (73) using correction of only single nucleotide polymorphisms (SNPs) and short indels (–fix bases parameter). For HTSH020, an artificial reference genome was made by combining the assembly of CBC-1 and CDFM21L.1. The genome assemblies were annotated using the MAKER2 annotation pipeline (version 2.31.9) (74), using SNAP (version 2013-11-29) (75) and Augustus (version 3.2.3) (76) as *ab initio* gene predictors. S. cerevisiae S288C expressed sequence tag (EST) and protein sequences were obtained from the *Saccharomyces* Genome Database (SGD [http://www.yeastgenome.org/]) and were aligned using BLASTX on the obtained polished sequence assembly (BLAST, version 2.2.28+) (77). Predicted translated protein sequences of the final gene model were aligned to the S. cerevisiae S288C protein Swiss-Prot database using BLASTP (http://www.uniprot.org/). Custom-made Perl scripts were used to map systematic names to the annotated gene names (Table S1). Error rates in nanopore sequencing data were estimated from the *q* score (Phred scaled) per read, as calculated by the base caller Albacore (version 1.1.0) (Oxford Nanopore Technology). Average *q* score was used to calculate the error *P* = 10^q/10^.

### RNA isolation.

CDFM21L.1, IMX1765, IMX1939, and HTSH020 were grown in SMG, SMM, and SMMt until mid-exponential phase (OD_660_ of 12 for SMG/SMM and of OD_660_ 15 for SMMt). Culture samples corresponding to ca. 200 mg of biomass dry weight were directly quenched in liquid nitrogen. The samples were processed, and total RNA was extracted as previously described (78). Prior to cDNA synthesis, purity, concentration, and integrity of the RNA in the samples was assessed with Nanodrop (Thermo Scientific), Qubit (Thermo Scientific), and Tapestation 220 with RNA Screen Tape (Agilent Technologies), respectively, according the manufacturers’ recommendations. cDNA libraries were prepared using a TruSeq RNA version 2 kit (Illumina). Paired-end sequencing (2 by 150 bp) was performed on a 300-bp PCR-free insert library on a HiSeq 2500 system (Illumina) at Novogene (HK) Company, Ltd. (Hong Kong, China). Duplicate biological samples were processed, generating an average sequence quantity of 23.7 million reads per sample. Reads were aligned to the CDFM21L.1 reference assembly (GEO [https://www.ncbi.nlm.nih.gov/geo/]) using a two-pass STAR (79) procedure. In the first pass, splice junctions were assembled and used to inform the second round of alignments. Introns between 15 and 4,000 bp were allowed, and soft clipping was disabled to prevent low-quality reads from being spuriously aligned. Ambiguously mapped reads were removed from the data set. Expression levels for each transcript were quantified using htseq-count (80) in union mode. For the gene of interest, the number of fragments per kilo base per million reads (FPKM) mapped was calculated by applying the fpkm method from the edgeR package (81, 82). Differential expression analysis was performed using DESeq (83).

### Data availability.

The sequencing data were deposited at NCBI (https://www.ncbi.nlm.nih.gov/) under BioProject accession number PRJNA528469, and the transcriptomics data were deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE133146.

## Supplementary Material

Supplemental file 1

Supplemental file 2

Supplemental file 3

How the deposited data were processed for this re-analysis (not part of the article)

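Messenger RNA abundance was measured in 20 libraries, 14 of S. eubayanus strains (CDFM21L.1 on glucose, IMX1765 and IMX1939 on glucose, maltose and maltotriose) and 6 of hybrid HTSH020 on the same 3 sugars, with 2 cultures per group. The libraries were made with TruSeq RNA kits and sequenced as pairs of 150-base reads. According to the methods, the authors mapped the reads with a two-pass STAR procedure to the CDFM21L.1 assembly, without soft clipping and with ambiguously mapped reads removed, counted them per gene with htseq-count in union mode, converted the counts to FPKM with edgeR and tested differential expression with DESeq. The deposited FPKM tables list the S. eubayanus strains on the genes of CDFM21L.1, and the hybrid on the genes of CDFM21L.1 and S. cerevisiae CBC-1 together. The authors' tables of differentially expressed genes were not used here.

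Each column was assigned to its strain, carbon source and replicate from its label, and no column of values remained unassigned. Replicate numbers are those of the labels, and they are the only ground for pairing cultures. For 100% of the values, FPKM times gene length gave whole multiples of 1 value per library, from which the reads per gene and per library were recovered. The depth was 16874233 reads or more in 19 libraries, where 1 read on a gene of 1000 bp amounts to at most 0.0593 FPKM, and 318922 reads in the first maltotriose culture of IMX1765, where it amounts to 3.14 FPKM. The models of genes divided in the annotation were joined by summing their reads, as were the 3 SeAGT1 copies, which left 5508 of 5513 genes for the S. eubayanus strains and 11285 of 11292 for the hybrid.

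Scripts were run with Python 3.11.15 (NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9) and R 4.3.3 (limma 3.58.1). Groups were compared with limma (linear model, eBayes with an intensity trend) on log2(FPKM + 1). The 14 S. eubayanus libraries formed 1 fit and the 6 hybrid libraries another, over genes with a mean of at least 1 FPKM in the fit. A gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05, taken per comparison over all genes tested. Carbon sources were compared within each strain and strains within each carbon source, and the difference of the response to a sugar between IMX1939 and IMX1765 was tested as an interaction. Folds of single genes are ratios of mean FPKM with a propagated SD. Lists of genes by function, assembled from gene names, were compared as sets with camera in limma at an inter-gene correlation of 0.01, and adjusted over all sets and comparisons. In the hybrid, the log2 ratio of the S. eubayanus to the S. cerevisiae gene was compared between sugars for the gene pairs with the same systematic name and at least 10 FPKM in each subgenome. Differences per chromosome are medians over genes, and 6 libraries were compared with 6 by an exact permutation test.

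The procedure was tested on simulated data in which 200 genes were changed 4-fold in 1 group. Reads were drawn at each library's depth from the mean expression over all libraries, with a negative binomial dispersion of 0.02, in 10 data sets per comparison. It recovered 97.95% of these genes for IMX1765 on maltose and 98.45% on maltotriose, with false calls making up 1.30% and 18.8% of all calls. For the hybrid, recovery was 99.75% and 99.65%, with 6.75% and 6.36% of calls false. With limma voom on the reads, the false share was 5.10% and 6.45% for IMX1765 and 5.50% and 5.56% for the hybrid. The simulated data differ from the real data. All genes had the same dispersion, the groups without changed genes shared their mean, and the library with few reads had the profile of its group. These rates hold for those settings only, and are not error rates of the counts reported here.

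The alternatives, whose effect is given in the closing section, were a pseudocount of 0.1, no filter on low values or a filter at 5 FPKM, rescaling of libraries by the median ratio to the geometric mean library, quantile normalization, the replicate number as a block, eBayes without a trend, an absolute log2 fold change of at least 1, only the compared groups in the fit, an inter-gene correlation of 0.05, geometric means or a pseudocount of 1 for folds, a filter of 10 FPKM for chromosomes and of 1 FPKM for gene pairs, and leaving out each culture in turn. These and the comparisons were chosen before the data were examined. Chosen afterwards were limma voom on the recovered reads, leaving the maltotriose group of IMX1765 out of the fit, keeping the models and SeAGT1 copies apart, the mean of the SeAGT1 copies, and a block with crossed pairing in the hybrid. The gene FMC1 was also added to a list of genes by function after values were seen. Single genes are named when they are maltose metabolism genes of Fig. 6 or 7B, ScMAL13, SGA1, isomaltase, alpha-glucoside transporter or SUC2 genes, or among the 5 largest rises or falls past the threshold of a comparison whose cultures do not overlap. Genes named outside this rule are marked as chosen after their values were seen. GC content was not examined, since the sequence of the authors' assembly was not used here, and all coordinates are those of the deposited gene models.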

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

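All tests of explanations in this part were chosen only after the result they concern was seen. Counts are genes with a Benjamini-Hochberg adjusted p under 0.05 in limma, with 2 cultures per group, and "unadjusted" refers to p under 0.05 before adjustment.

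Whole chromosomes differed between the S. eubayanus strains, which the paper does not report. On glucose, the median gene in IMX1765 relative to CDFM21L.1 lay above the genes of the other chromosomes by 0.38 on chromosome 4, 0.47 on chromosome 9 and 0.40 on chromosome 15 (log2). Against the CDFM21L.1 glucose cultures, the 6 libraries of IMX1765 ranged from 0.30 to 0.37 on chromosome 4, from 0.21 to 0.49 on chromosome 9 and from 0.19 to 0.42 on chromosome 15, with the lowest value of each range from the library with few reads, and from −0.12 to 0.14 on the remaining chromosomes. In IMX1939, chromosome 4 was raised as well, with 0.374 ± 0.0143 against 0.354 ± 0.0273 in IMX1765 (SD, 6 libraries each, exact permutation p = 0.147). Chromosome 15 was not, with −0.00115 ± 0.0817 against 0.357 ± 0.0877 (SD, 6 libraries each, exact permutation p = 0.00216, Benjamini-Hochberg adjusted p = 0.00649 over 3 chromosomes). For chromosome 9, 0.227 ± 0.284 against 0.435 ± 0.111 gave an exact permutation p of 0.147. These tests pool the 3 sugars, and on chromosome 9 the IMX1939 maltose cultures stand apart (next paragraph). Within glucose, IMX1939 was below IMX1765 by −0.43 on chromosome 9 and −0.39 on chromosome 15, for which no separate test was made. A gain of copies of chromosomes 4, 9 and 15 in IMX1765 and of chromosome 4 in IMX1939 would raise every stretch of these chromosomes, and the lowest median of any 100-kb stretch was 0.29. Changes of single genes would leave the chromosome median near that of random lists, of which the most extreme among 10000 lists as long as that of chromosome 9 reached 0.0592. Under gene length bias, some class of gene length would lack the difference, and the lowest of 3 classes was 0.352. With genes of at least 10 FPKM, the differences on glucose were 0.38, 0.48 and 0.41. On glucose, the differences in IMX1765 amount to 1.30-fold on chromosome 4, 1.39-fold on chromosome 9 and 1.32-fold on chromosome 15. If expression follows copy number, a full extra copy in every cell of a diploid strain would give more. A gain of copies, at strain construction or in the cultures, is a candidate explanation that remains, but it was not tested against the size of the differences. GC content was not tested, and DNA of these strains was not analysed here.

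On maltose, chromosome 9 of IMX1939 was 0.51 above the other chromosomes relative to glucose. Both maltose cultures showed it, with 0.57 and 0.61 above CDFM21L.1, whereas the IMX1939 cultures lay between 0.04 and 0.10 on glucose and between −0.01 and 0.05 on maltotriose. IMX1765 cultures under the IMX1939 label would carry the raised chromosome 15, which reached at most 0.0965 there, and reads on the deleted SeMALT1 were as few as 35 and 36. With a gained copy of chromosome 9 in the maltose cultures, every 100-kb stretch would be raised, and the lowest was 0.43. Such a gain is a candidate explanation, although the difference of 1.43-fold is again less than a full extra copy in every cell would give. An effect of maltose on the genes of this chromosome did not appear in IMX1765, where chromosome 9 differed from the others by −0.03 between maltose and glucose, though whether it depends on the deletion of SeMALT1 was not tested.

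For strain IMX1939, which lacks SeMALT1 and whose transcriptome the paper does not discuss, 863 genes changed on maltose against glucose (739 higher, 124 lower, 1496 unadjusted), 2148 on maltotriose against glucose (1282 higher, 866 lower, 2710 unadjusted) and 80 on maltotriose against maltose (24 higher, 56 lower, 1275 unadjusted). Same-numbered cultures deviated together, with correlations of 0.574, 0.593 and 0.696, and the replicate block gave 1003, 2530 and 234 genes. For maltotriose against maltose, the direction is not settled, because with these groups alone in the fit 18 genes were higher and 1 lower, and only 8 of them are among the 80. The share of higher genes depends on the scaling. It fell from 85.6% to 70.3% after rescaling by the median ratio and to 59.6% after quantile normalization on maltose, and from 59.7% to 49.4% and 41.7% on maltotriose. The largest rise after SeAGT1 on maltose was that of HXT13 (log2 fold change 8.56), and on maltotriose that of ADH2 (log2 fold change 10.00, Benjamini-Hochberg adjusted p = 0.000317 by limma), followed by ICL1 with 9.56. A difference in depth is unlikely to be the source, since the group means of reads differ by a factor of at most 1.07. Nor do the genes of chromosome 9 account for the count, as they make up 8.92% of the genes changed on maltose, 77 of 863, of which 74 were higher, while 3.45% of the genes tested lie there. The change of carbon source remains as a hypothesis. On maltotriose it cannot be told apart from the sampling density, which the methods give as higher than on glucose.

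On glucose, 70 genes differed between IMX1939 and IMX1765 (9 higher and 61 lower in IMX1939, 575 unadjusted), and 88 with the replicate block (correlation 0.254). Among them, HXT2 was higher by 4.59 (Benjamini-Hochberg adjusted p = 0.0151 by limma), although its IMX1939 cultures differed widely, with 125 ± 115 FPKM (SD, n = 2). YRO2 and MRH1 were lower, with log2 fold changes of −5.22 and −4.95. HXT1, named after its values were seen, had 50.8 and 660.5 FPKM in the IMX1939 glucose cultures. For HXT2 and HXT1, a difference between strains cannot be told apart from one between cultures. Only 10 of the 70 genes were among the 20 called with these groups alone in the fit. No explanation was tested for this count.

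The response to maltotriose against glucose differed between IMX1939 and IMX1765 for 1 gene of 5399 (729 unadjusted), YHB1, which is named because the count is 1. The interaction was 3.83 on the log2 scale (Benjamini-Hochberg adjusted p = 0.0294 by limma, 2 cultures per group). YHB1 fell in IMX1765 from 11.1 and 11.0 FPKM to 2.61 and 6.54 and rose in IMX1939 from 1.59 and 1.37 to 14.0 and 14.4. The value 2.61 is 1 read in the library with few reads, but without that library the difference in response was still 3.29, so that this library alone is unlikely to be the source. With the replicate block, no gene passed (1030 unadjusted, correlations of 0.134 and 0.593), and the call therefore depends on the spread used. For maltose, 0 genes differed in their response (263 unadjusted).

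In IMX1765, 500 genes changed on maltose (395 higher, 105 lower, 1080 unadjusted) and 329 on maltotriose (243 higher, 86 lower, 1298 unadjusted), of which the paper discusses the maltose genes. The replicate block gave 578 and 474 genes (correlations 0.172 and 0.134). Beside the maltose genes, HXT13 rose by 8.21 and STL1 by 8.19 on maltose, and HXT3 had a log2 fold change of −8.65 (Benjamini-Hochberg adjusted p = 0.0153 by limma). The share of higher genes on maltose depends on the groups in the fit, since with glucose and maltose alone 939 genes were higher and 905 lower, or 50.9% higher. The library with few reads enters the maltose comparison only through the shared spread. Leaving its group out of the fit gave 961 genes, among them all 500, but this could hardly have lowered the count, so that it cannot tell whether that library shaped the calls. The change of carbon source remains as a hypothesis. On maltotriose the library is 1 of 2 cultures, and quantile normalization lowered the share of higher genes from 73.9% to 60.8%, so that count is less certain. Simulated data, in which that library had the profile of its group, gave 18.8% false calls. The share of false calls in the real data is not known.

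In the hybrid, 1254 genes changed on maltose against glucose (927 higher, 327 lower, 3510 unadjusted), 7802 on maltotriose against glucose (3439 higher, 4363 lower, 8062 unadjusted) and 7119 on maltotriose against maltose (3090 higher, 4029 lower, 7545 unadjusted), of 10983 tested. The replicate block gave 1059 genes on maltose (correlation 0.259). On maltose, quantile normalization lowered the share of higher genes from 73.9% to 57.8%. The largest rises on maltotriose were those of GRE1 (log2 fold change 13.05), SPG1 (12.99) and SIP18 (12.18), and among the falls were HXT3 (−8.65) and PDC5 (−7.60). A difference in depth is an unlikely source, as mean reads on maltotriose were 1.01 times those on glucose, and so are a few genes taking most of the reads, since the 10 genes with the most reads held at most 9.38% of a library. The excess of lower genes on maltotriose depends on the scaling. Rescaling shifted the median of all genes by 0.15 against glucose and 0.13 against maltose, and the share of higher genes rose from 44.1% to 50.4% and from 43.4% to 50.2%, while after quantile normalization it was 43.6% and 46.1%. The hybrid cultures on maltotriose, like those of IMX1939, were by the methods, though not by the sample descriptions, taken at a higher optical density than the others, and sugar and growth stage cannot be told apart.

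The ratio of the S. eubayanus to the S. cerevisiae gene differed between maltose and glucose in HTSH020 for 121 of 3536 gene pairs tested (74 higher, 47 lower, 625 unadjusted). Between maltotriose and glucose it differed for 2130 of these pairs (968 higher, 1162 lower, 2290 unadjusted), a count for which no alternatives were run. Between maltose and glucose, ARI1 had the largest difference, 6.61 on the log2 scale (standard error 0.28, Benjamini-Hochberg adjusted p = 0.000238 by limma, n = 2). Its S. eubayanus copy rose from 33.8 to 215 FPKM, while its S. cerevisiae copy went from 84.2 to 4.47 FPKM. SPG1 and MUP1 came next with 3.08 and 2.96. Among the pairs that went the other way were YLR307C-A with −2.66 (Benjamini-Hochberg adjusted p = 0.038 by limma) and HXT3 with −2.54 (Benjamini-Hochberg adjusted p = 0.00099 by limma). ARI1 also rose in IMX1765, which holds only the S. eubayanus genome, by 2.07 on maltose (log2, n = 2), so that shared reads are not needed for the rise of the S. eubayanus copy. The fall of the S. cerevisiae copy, which makes up more of the difference, has no such comparison. Reads shared between the ARI1 copies would move both in the same direction, but they moved in opposite directions. On maltotriose, too, the S. cerevisiae copy was at 1.56 ± 0.308 FPKM and the S. eubayanus copy at 109 ± 12.2 FPKM (SD, n = 2). For ARI1, these values argue against shared reads as the source of the difference in ratio. Shared reads were not tested for the other pairs, and OYE3, with a difference of −1.95, lies in a segment of chromosome 16 with an unequal ratio on all sugars. The replicate block gave 88 pairs between maltose and glucose.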

How the results depend on the processing

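The test of limma voom on the recovered reads, the fit without the maltotriose group of IMX1765, the mean of the SeAGT1 copies and the crossed pairing in this part were chosen only after the results were seen.

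Each main result was recomputed under each alternative that applies to it. In 204 of these comparisons it kept its direction and its side of the threshold, or stayed within 1.5 times the count or 1 SD of the value, as it did in 32 that left out a culture, and in 43 it moved, so that the same result can be stable under 1 alternative and not under another. For single genes and gene sets, 469 comparisons and another 200 that left out a culture showed no change, while 12 were weaker, 10 stronger and 1 reversed. The comparisons that left out a culture were judged against the SD of the cultures. With 2 cultures per group, leaving out 1 moves the mean by less than that SD. The 32 and 200 unchanged results could therefore hardly have come out otherwise, and they are no measure of stability. Of the 12 weaker results, 7 are maltose genes on maltotriose in IMX1765 with only the compared groups in the fit, and of the 10 stronger ones 8 are regulator genes of maltose metabolism. Folds with a culture left out ranged from 11.8 to 13.5 for SeMALT1, from 117.6 to 177.6 for SeMALS1, from 124 to 197 for SeMALS2 and from 2054 to 2709 for SeAGT1 in IMX1765, and the glucose level of SeAGT1 in the hybrid from 6.23 to 7.35 FPKM. The pseudocount of 0.1 and the filters on low values moved none of the counts of genes by more than 1.5 times.

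With limma voom, the number of genes changed was 806 in IMX1765 on maltose, 924 in IMX1765 on maltotriose and 397 in IMX1939 on maltotriose against maltose. It was 12 for IMX1765 against CDFM21L.1 on glucose, 175, 1 and 1 for IMX1939 against IMX1765 on glucose, maltose and maltotriose, and 4 for the difference in the response to maltose. Of the genes called on log2(FPKM + 1), voom shared 500 of 500, 312 of 329 and 80 of 80 in the first 3 comparisons.

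Leaving the maltotriose group of IMX1765 out of the fit gave 961 genes in IMX1765 on maltose, 1405 in IMX1939 on maltose, 730 in IMX1939 on maltotriose against maltose, 24 for IMX1765 against CDFM21L.1, 306 and 2 for IMX1939 against IMX1765 on glucose and maltose, and 20 for the difference in the response to maltose. Each of these counts was higher than with the group in the fit. The group holds the library with few reads, but that library was not separated from the second culture of its group, and the cause was not tested. Comparisons with the maltotriose group of IMX1765 itself cannot be fitted without it.

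With only the compared groups in the fit, 1844 genes changed in IMX1765 on maltose (939 higher, 905 lower), 0 on maltotriose (592 with an unadjusted p under 0.05), 1173 in IMX1939 on maltotriose, 19 in IMX1939 on maltotriose against maltose (18 higher, 1 lower), 1676 between IMX1765 and CDFM21L.1 on glucose, 20 and 3 between IMX1939 and IMX1765 on glucose and maltose, and 823 in HTSH020 on maltose. Among the 1676 are 5 of the maltose genes, with log2 fold changes from 0.43 to 0.97. The response differed for 19 genes on maltose and 0 on maltotriose (290 with an unadjusted p under 0.05). Of the maltose genes, 0 of 9 were called in IMX1765 on maltotriose (7 with an unadjusted p under 0.05), and 77 gene pairs differed in the hybrid. The cause was not tested. Each such fit estimates the spread from 4 libraries for a comparison of a pair of groups.

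With an absolute log2 fold change of at least 1, 182 genes changed in IMX1765 and 1306 in IMX1939 on maltotriose, and 528, 4407 and 3682 in HTSH020 on maltose, on maltotriose and between these sugars. The threshold removes genes with smaller changes by its definition. With the replicate block, 234 genes differed in IMX1939 between maltotriose and maltose, 1 between IMX1765 and CDFM21L.1 (correlation of same-numbered cultures −0.031), and 0 in the response to maltotriose (1030 with an unadjusted p under 0.05). In HTSH020 the block gave 7672 genes on maltotriose against glucose (correlation −0.037) and 6991 against maltose, and 7252 for the latter with the crossed pairing. After rescaling of the libraries, the count between IMX1765 and CDFM21L.1 was 1 and that for the response to maltotriose 0 (742 with an unadjusted p under 0.05). After quantile normalization these were 5 and 0 (689 with an unadjusted p under 0.05), and eBayes without trend gave 1 for the former. The cause was not tested. In IMX1939 on maltose, rescaling shifted the median of all genes by −0.11 and quantile normalization by −0.25 (log2), and on maltotriose quantile normalization shifted it by −0.15.

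The fold of SeMALT1 was 7.34 with a pseudocount of 1, which weighs on a glucose level near 1 FPKM. With the mean of the SeAGT1 copies in place of their sum, the ratio of SeAGT1 to SeMALT1 was 295 and the glucose level in HTSH020 2.26 FPKM, which follows from dividing by 3. The gene set of high-affinity hexose transporters in HTSH020 on maltose reversed under the replicate block in the direction that camera assigns, with a mean log2 fold change of −0.47 in both cases and a Benjamini-Hochberg adjusted p of 0.645 against 0.600. The cause was not tested. Alternatives left between 80 and 98 gene set results past the threshold, against 97.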

Differences from the paper's values

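In this part, the adjustment over the list of 9 genes and the other alternatives were set before the data were examined, except limma voom, the fit without the maltotriose group of IMX1765 and the mean of the SeAGT1 copies, which were chosen only after the values were seen. No value the paper states for a measure computed here differed by more than 1.5 times and beyond the error in the values as reported. For the fold of SeMALT1 in IMX1765 on maltose, 12.6 ± 1.25 (propagated SD, n = 2) stands against the paper's 13, and the alternative with a pseudocount of 1, at 7.34, does differ. With the mean of the SeAGT1 copies, the ratio of SeAGT1 to SeMALT1 was 295 and the SeAGT1 level of HTSH020 on glucose 2.26 FPKM, both of which differ from the paper's values, while the sum of the copies does not.

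The paper states that each of the maltose genes rose significantly on maltose in IMX1765. Here SeMALR1, with a log2 fold change of 1.07 (standard error 0.33, both maltose cultures above both glucose cultures), was not called, with a Benjamini-Hochberg adjusted p of 0.0789 in limma over all genes tested. It was called with the replicate block (Benjamini-Hochberg adjusted p = 0.0376 by limma), with only the glucose and maltose groups of IMX1765 in the fit (0.00144), and when adjusted over the list of 9 genes alone. It was also called by limma voom (0.0189) and with the maltotriose group of IMX1765 left out of the fit (0.0147), settings chosen after the values were seen. Across all alternatives its adjusted p ranged from 0.00144 to 0.0946 and its log2 fold change from 1.05 to 1.11. The other 8 genes were called.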

Other observations

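The tests of the respiratory gene sets, of the isomaltase genes and of whole chromosomes in the hybrid were written down before their results were seen, and all others in this part were chosen only afterwards. The gene FMC1 was added to a gene list after values were seen.

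The first maltotriose library of IMX1765 differs from the second in more than its 318922 reads. HXT3 was at 949.5 FPKM in it, from 516 reads, against 3.03 FPKM in the second culture and between 1109 and 1556 FPKM in the glucose cultures of CDFM21L.1 and IMX1765. Its expression correlated with that of the second culture at 0.898. With low depth alone, libraries thinned to the same number of reads would show as low a correlation, but the lowest among 100 thinned copies of each was 0.934. Reads carried over from libraries of other strains would pull down chromosome 9, which is raised in IMX1765 and not in CDFM21L.1, and its median in this library was 0.204. A culture of IMX1765 that still held glucose would keep chromosome 9 raised, and the lowest value in thinned copies of the other IMX1765 libraries was 0.208, a small margin. That lowest value comes from copies of the second maltotriose library, whose median copy had 0.446. Chromosome 15, also raised in IMX1765 and not in CDFM21L.1, was at 0.212, below the lowest thinned copy at 0.232. Chromosome 4, raised in IMX1765 and not in CDFM21L.1, was at 0.310, against a lowest thinned copy at 0.306. The median thinned copies of the other IMX1765 libraries ran from 0.366 to 0.402. The value thus lay at the low end of the copies, and a pull on this chromosome is neither shown nor excluded. Fitted as a mixture of group means, the library took a weight of 0.04 from its own group, 0.677 from the 3 glucose groups together and 0.284 from IMX1765 on maltose, whereas the lowest own weight among the other 12 libraries with a second library of their group was 0.292. Weight from another strain is not special to the library with few reads. The first IMX1939 glucose library took 0.711 from CDFM21L.1 on glucose, and the second IMX1939 maltotriose library 0.658 from IMX1765 on maltotriose. Most of the other libraries took their largest weight from their own group. Reads carried over from other libraries may be the source of the glucose signal in the first maltotriose library of IMX1765, but these values do not settle it. The maltotriose values of IMX1765 rest on this library as 1 of 2 cultures.

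The near-equal reads on the SeAGT1 copies may come from counting each read at every copy that it matches. Random assignment of each read would give a sum near 20 over 20 libraries, and the copies on chromosomes 7 and 15 gave 0.214 (lower-tail chi-square p = 4.98e-17). Copies of HXT13 on chromosomes 13 and 16 gave 0.636, and the SeAGT1 copies on chromosomes 7 and 14, which differ more in their reads, 1805. If so, the sum over the copies counts a read up to 3 times, and the mean of the copies would be nearer to the transcript level. The folds of SeAGT1 between sugars do not depend on this choice, while its level and its ratio to SeMALT1 do.

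In HTSH020, a whole-chromosome difference in copy number between the subgenomes was expected to move the median ratio of the S. eubayanus to the S. cerevisiae genes of a chromosome by at least 0.4 in every library. The largest distance reached in every library was 0.304, so that no whole chromosome is likely to differ in copy number. That distance belongs to chromosome 16, on which the ratio steps along its length. From 21979 to 323664, 106 pairs had a median ratio between −1.08 and −1.01 in the 6 libraries, in 7 stretches of 50 kb, and from 358457 to 885909, 170 pairs had one between −0.04 and 0.03, in 11 stretches. With a copy number difference over this part, every library would show the step, and the highest value to its left was −1.01. Reads of S. eubayanus genes mapped to S. cerevisiae copies would leave the sum of both copies unchanged. On glucose, the S. eubayanus copies in the segment were lower by −0.51 than other pairs relative to CDFM21L.1, the S. cerevisiae copies higher by 0.52, and the sum differed by 0.0897, a value that both explanations would give. A replacement of this part of the S. eubayanus chromosome by its S. cerevisiae counterpart in every cell would leave few S. eubayanus reads there. The fall of only −0.51 argues against that. A replacement in some of the cells or copies is a candidate explanation, and it cannot be told apart from such mapping.

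SUC2 of S. eubayanus was at 1398 ± 65.3 FPKM on glucose in the hybrid (SD, n = 2), at 1998 on maltose and at 824 on maltotriose. The S. cerevisiae copy, given as a pair of models, went from 26.7 and 39.6 FPKM on glucose to 1383 and 1929 on maltose. Reads shared between the copies are an unlikely source of the S. eubayanus value on glucose, since CDFM21L.1, which holds no S. cerevisiae copy, had 3870.0 ± 186 FPKM on glucose (SD, n = 2). That expression of SeSUC2 escapes repression by glucose in both backgrounds is a hypothesis, as promoter or protein were not examined.

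A release of respiration from glucose repression was expected to raise the respiratory genes in IMX1765 on maltose and maltotriose. The genes of the TCA cycle rose by a mean log2 fold change of 1.32 on maltose (14 of 14 genes higher, Benjamini-Hochberg adjusted p = 9.23e-11 by camera in limma) and 1.08 on maltotriose. Those of the respiratory chain and ATP synthase rose by 1.24 on maltose (29 of 29 genes higher, Benjamini-Hochberg adjusted p = 1.5e-20 by camera in limma) and by 0.93 on maltotriose, the lowest of the 4 values. With the replicate block, the Benjamini-Hochberg adjusted p in limma for the respiratory chain was 2.00e-19 on maltose and 2.10e-13 on maltotriose. These values are consistent with the expectation. In the hybrid, the same set rose by 0.70 on maltose but by 0.09 on maltotriose (Benjamini-Hochberg adjusted p = 0.257 by camera in limma), and it was lower on maltotriose than on maltose by −0.61. Across the alternatives, its rise on maltotriose ranged from 0.0879 to 0.246. Rescaling shifted the median of all genes on maltotriose by 0.15 against glucose and 0.13 against maltose, so that both maltotriose values may depend on the scaling.

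The isomaltase and alpha-glucoside transporter genes outside Fig. 6 were expected to rise with the maltose genes when ScMAL13 is present. In IMX1765 on maltose, they rose by a mean log2 fold change of 5.35 (6 of 6 genes higher, Benjamini-Hochberg adjusted p = 5.88e-13 by camera in limma, 4.75e-12 with the replicate block). In the hybrid on maltose the set rose by 4.10. The values are consistent with induction by ScMal13, but relief from glucose repression would raise these genes as well, and a strain without the regulator on maltose was not analysed here.

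On maltotriose, the set of gluconeogenesis and the glyoxylate cycle rose by a mean log2 fold change of 3.41 in IMX1765, 6.59 in IMX1939 and 4.20 in the hybrid. The difference of the response between IMX1939 and IMX1765 was 3.18 for this set (Benjamini-Hochberg adjusted p = 3.76e-05 by camera in limma) and −0.80 for cytosolic ribosomal proteins (Benjamini-Hochberg adjusted p = 9.81e-32 by camera in limma). The library with few reads, the first maltotriose culture of IMX1765, enters both values. As a mixture of group means, it took a weight of 0.677 from the glucose groups and 0.04 from its own. Such a library would shrink the response of IMX1765 and give differences in these directions. No values without it are given for these sets, so a strain difference cannot be told apart from its effect. At an inter-gene correlation fixed at 0.01, camera does not measure the spread between cultures. ScMAL13 was expressed in IMX1939 at 759 FPKM on glucose, 669 on maltose and 496 on maltotriose, and SeMALT1, which is deleted there, had between 1 and 46 reads per culture.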
